# Link between Epigenomic Alterations and Genome-Wide Aberrant Transcriptional Response to Allergen in Dendritic Cells Conveying Maternal Asthma Risk

**DOI:** 10.1371/journal.pone.0070387

**Published:** 2013-08-12

**Authors:** Lyudmila Mikhaylova, Yiming Zhang, Lester Kobzik, Alexey V. Fedulov

## Abstract

We investigated the link between epigenome-wide methylation aberrations at birth and genomic transcriptional changes upon allergen sensitization that occur in the neonatal dendritic cells (DC) due to maternal asthma. We previously demonstrated that neonates of asthmatic mothers are born with a functional skew in splenic DCs that can be seen even in allergen-naïve pups and can convey allergy responses to normal recipients. However, minimal-to-no transcriptional or phenotypic changes were found to explain this alteration. Here we provide in-depth analysis of genome-wide DNA methylation profiles and RNA transcriptional (microarray) profiles before and after allergen sensitization. We identified differentially methylated and differentially expressed loci and performed manually-curated matching of methylation status of the key regulatory sequences (promoters and CpG islands) to expression of their respective transcripts before and after sensitization. We found that while allergen-naive DCs from asthma-at-risk neonates have minimal transcriptional change compared to controls, the methylation changes are extensive. The substantial transcriptional change only becomes evident upon allergen sensitization, when it occurs in multiple genes with the pre-existing epigenetic alterations. We demonstrate that maternal asthma leads to both hyper- and hypomethylation in neonatal DCs, and that both types of events at various loci significantly overlap with transcriptional responses to allergen. Pathway analysis indicates that approximately 1/2 of differentially expressed and differentially methylated genes directly interact in known networks involved in allergy and asthma processes. We conclude that congenital epigenetic changes in DCs are strongly linked to altered transcriptional responses to allergen and to early-life asthma origin. The findings are consistent with the emerging paradigm that asthma is a disease with underlying epigenetic changes.

## Introduction

Allergy and, more specifically, allergic asthma, often starts early in life [1]–[6]. The onset of the disease is crucially linked to the decision-making point in the immune system, when the machinery of dendritic cells (DC) determines whether or not the protein is recognized as allergen for presentation to T-cells in a particular context [7]–[10]. This leads to development of a Th_2_ milieu that later maintains the allergy process [11]–[13]. The decision-making mechanism in the DCs is unknown; this hinders our understanding of how allergy originates. In our mouse model [14] genetically and environmentally identical neonates of asthmatic mothers develop allergy more readily compared to control counterparts coming from normal parents or asthmatic fathers. This model mirrors epidemiologic studies in humans [15]–[19] and indicates non-genetic and non-environmental transmission of asthma risk from the mother. The asthma-at-risk pups develop asthmatic symptoms in response to an intentionally suboptimal protocol (lower allergen dose/fewer administrations) in contrast to normal pups which do not develop symptoms under the same conditions. In adoptive transfer experiments [20] DCs from asthma-at-risk pups to normal pups, but not macrophages, CD4 T-cells, or DC-depleted splenocytes, caused increased susceptibility to asthma in the recipients, indicating that DCs of asthma-at-risk pups are skewed early in life to induce allergic responses.

In this study we have tested a hypothesis that maternal “risk inheritance” in our mouse model is conveyed via epigenetic changes occurring in pups prenatally or in early postnatal period. We chose splenic DCs as the object of our study because of their crucial role in adaptive immune responses, and because they are sufficient to cause an asthma-at-risk phenotype in the adoptive transfer experiments discussed above [20]. We assessed whole genome epigenetic and transcriptional changes in dendritic cells from normal and asthma-at-risk pups prior to (naïve pups) and after antigen sensitization (sensitized pups). The hypothesis was that maternal allergy induces epigenetic changes that can be detected at birth, and prior to allergen sensitization. We further postulated that, for these DNA methylation changes to lead to transcriptional difference in response to allergen, they would be found in key regulatory areas (e.g. promoters and CpG islands) of relevant genes. We therefore sought to detect and characterize DNA-wide methylation changes, and then to match them to differentially expressed transcripts. We further postulated that these altered methylation sites are likely to be linked causally to an early-life asthma risk phenotype. A final prediction tested was that ‘activation’ or ‘priming’ of the DC with allergen sensitization would reveal more transcriptional differences than would be found in unstimulated DCs from allergen-naive neonates.

## Results

### Asthma-at-risk DCs show large-scale DNA methylation differences compared to control

We found a large number of probes differentially methylated between naïve normal and asthma-at-risk pups. In contrast, only a small number of genes showed differential transcription under these conditions. However, a much greater number of differentially expressed genes was detected in DCs from allergen-stimulated pups. We found substantial overlap between genes differentially expressed in allergen-stimulated pups, and those containing differentially methylated probes in naïve pups. Pathway analysis of the overlapping genes revealed that a majority belong to several important transcriptional networks including those regulated by well-known inflammatory factors such as Nfkb and Stat1, as well as networks associated with cell differentiation and activation.

Specifically, we have analyzed a dataset (GSE13380) obtained using a Switchgear platform to identify differentially methylated regions (DMRs) in mouse dendritic cell DNA from normal mice and asthma-at-risk mice (offspring of normal and asthmatic mothers, respectively). The analysis revealed significant differences in methylation patterns between the two groups. Out of 345,225 experimental probes, we have found 23,477 probes (∼6.8%) differentially unmethylated in normal samples and 28,615 (∼8.3%) differentially unmethylated in asthma using a false discovery rate (FDR) of 0.05. 88,445 probes (∼26%) were found to be unmethylated in both groups. We followed by analyzing the results obtained from each group separately. We imposed additional restrictions to select the most relevant DMRs. First, we required that higher methylated samples for each DMR had log2 fold change >0.5 thus removing probes with ambiguous calls. Second, we have removed DMRs with absolute difference in log2 fold change between groups <0.3, to select the regions where the difference would more likely to be biologically relevant. This filtering resulted in 4,441 probes that we consider unmethylated in normal samples but methylated in asthma-at-risk, and 8,030 probes unmethylated in asthma-at-risk but methylated in normal samples. These DMRs were mapped respectively to 4,785 and 7,527 transcripts and/or promoters (defined as −1000 to +500 bp relative to the transcription start site), out of total 24,364 transcripts that had methylation probes mapping either within the transcript or in its promoter region.

### Transcriptional differences in naïve DCs are minor but correlate with epigenetic changes

To facilitate comparison between gene expression and DNA methylation data, we combined methylation and expression data for 9,964 transcripts which were represented on both platforms. Relevant numbers of differentially expressed (DE) transcripts which contain DMRs are schematically represented in Fig. 1.

**Figure 1:**
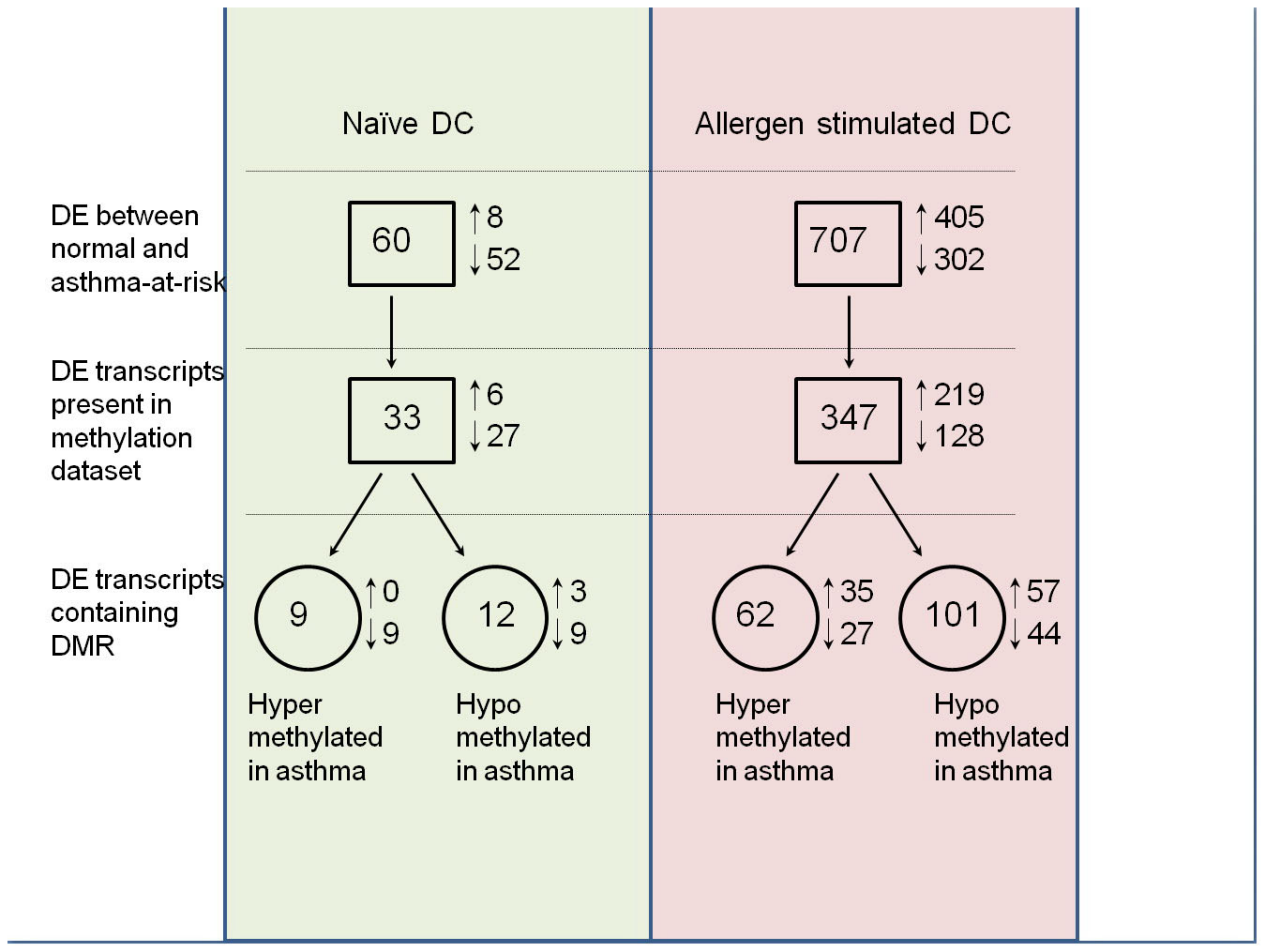
Number of transcripts differentially methylated and differentially expressed between asthma-at-risk DCs and controls.

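RNA of splenic dendritic cells (DCs) from BALB/c pups was measured on 24 Affymetrix mouse expression arrays at day 14 of life. The DCs were CD11c-positive cells retained on magnetic beads, and by the paper more than 95% of them were positive for both CD11c and MHC-II. Asthma-at-risk pups were offspring of mothers made asthmatic with ovalbumin (OVA), and normal pups were offspring of control mothers. Stimulated pups had received 1 injection of OVA with alum, on day 4 by the paper's methods and on day 3 by the sample labels, which give 5 µg of OVA and 1 mg of alum. Set 1 held 3 naïve normal, 4 naïve at-risk, 4 stimulated normal and 4 stimulated at-risk arrays. Set 2, which the paper's methods give as NuGEN amplified, held 4 stimulated normal and 5 stimulated at-risk arrays. The set of each array was taken from its number in the sample labels and the set sizes in the paper's methods, by which 1 array of each set had been excluded after principal component analysis. How many pups were used for an array is not given in the sources used here, so the p-values measure the spread between arrays. Transcripts of the inactive X and of the Y chromosome were both high on all arrays but AF81, which argues against a single pup for each of these. The deposited values were intensities that the authors had made with RMA, on a linear scale, and log2 was taken of them. Their medians ran from 272.1 in AF77, a naïve normal array, to 297.8 in AF125, a stimulated at-risk array of Set 2, and their maxima from 26850 to 29600 in Set 1 and from 22720 to 25310 in Set 2. Besides 64 control probe sets, which were left out, 22626 probe sets were tested, of which 20380 carry 1 gene symbol, for 12393 genes. The authors' own counts are of transcripts from a custom probe set definition, and the counts here are of Affymetrix's probe sets. Groups were compared with limma, the naïve DCs within the 15 arrays of Set 1 and the stimulated DCs over 17 arrays with set as a term. A probe set was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p of 0.05 or less and a fold of 1.25 or more. In simulated data the naïve comparison recovered 69% of probe sets changed by 1.5-fold and 91% of those changed by 2-fold, and the stimulated comparison 92.5% and 99.5%. In the real stimulated comparison the called probe sets had a median SE of 0.138, against 0.0678 over all probe sets. The shares recovered among real changes may therefore be lower. The number of arrays is 1 limit of this precision, and signal over background was not given. The methylation arrays were not analysed here.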

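Naïve at-risk DCs had more Fkbp5 and Sult1a1 and less Cxcl1, Ifnb1, Mfge8 and Ctla4 than naïve normal DCs. Fkbp5, which encodes a co-chaperone of the glucocorticoid receptor, rose by a log2 fold change of 1.62 (SE 0.17, adjusted p = 0.000786 from limma, 4 arrays against 3). Sult1a1, a sulfotransferase, rose by 0.99 (SE 0.15, adjusted p = 0.0127). Among the transcripts that fell were Cxcl1, a neutrophil chemokine, at -1.17 (SE 0.14, adjusted p = 0.00181) and Ifnb1, a type I interferon, at -1.05 (SE 0.14, adjusted p = 0.00368). The log2 signal of Ifnb1 was 6.202 to 6.363 in the normal and 4.982 to 5.427 in the at-risk arrays. Its background was not measured and may limit the size of its fall. Mfge8, whose product bridges phagocytes to apoptotic cells, changed by -0.81 (SE 0.08), and Ctla4, an inhibitory receptor of T cells, by -0.73 (SE 0.11, adjusted p = 0.00903). In all, 77 probe sets of 67 genes were DE, 23 of them higher and 54 lower in at-risk DCs. With only the naïve arrays in the fit the count was 12, and Sult1a1 and Ctla4 lost their calls (adjusted p = 0.0884 and 0.151), while a test of the fold of 1.25 itself left 5. The count was 269 without the normal array AF77, 47 without the normal array AF79 and 44 without the at-risk array AF83, and it was 43 with 1 probe set per gene.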

Analysis of the Affymetrix expression data identified 60 differentially expressed (DE) transcripts in naïve DC (FDR 0.05 and fold change 1.25 or greater) out of 16,963 transcripts represented on the array. Methylation data was available for 33 of the 60 transcripts. We found that only 18 transcripts were both differentially expressed and differentially methylated in naïve DC (55% of transcripts for which both expression and methylation data are available). Three transcripts contained both hypo- and hyper-methylated DMRs. The majority (2/3) of the transcripts changed expression in the direction predicted by a corresponding shift in DNA methylation (following the predominant paradigm that lower methylation is associated with higher expression). The expression changes were minor in magnitude for these targets.

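Il6, Socs2 and Socs3 fell among 21 measured genes of IL-6 and Jak-Stat signaling in naïve at-risk DCs, and 18 members did not pass the test (3 lower when adjusted over the list alone). Socs2, a feedback inhibitor of cytokine receptors, had a log2 fold change of -0.52 (SE 0.07, adjusted p = 0.0048 from limma). The list as a whole was lower (adjusted p = 0.00689 from camera), with adjusted p = 0.247 with an estimated correlation. Of 15 genes of RAR signaling none was called (adjusted p = 0.622 for the list), and of 12 genes of VEGF signaling none was called either (adjusted p = 0.508). Vegfa, the growth factor itself, had a log2 fold change of -0.52 (adjusted p = 0.166). Targets of NF-kB were lower as a list (adjusted p = 1.04e-06, and adjusted p = 0.247 with an estimated correlation), with 20 of 21 members negative, none called over all probe sets and 9 lower when adjusted over the list alone. Il1a, an inflammatory cytokine, had a log2 fold change of -0.59 in this list (adjusted p = 0.0814, and 0.0286 and 0.0325 without the normal arrays AF77 and AF84). Of 27 immediate early genes, which are transcribed within minutes of a stimulus, Maff and Gem fell and none rose (4 lower when adjusted over the list alone, and another probe set of Nr4a2, chosen after its values were seen, fell by 0.58), with adjusted p = 0.000474 and adjusted p = 0.336 with an estimated correlation. Cxcl10, a chemokine induced by interferon, fell by 0.63 on the log2 scale (SE 0.10, adjusted p = 0.0127). Its call was lost with only the naïve arrays. Cxcl10 belongs to a list of 20 interferon response genes. That list (adjusted p = 0.0258, and adjusted p = 0.431 with an estimated correlation) was not called without the normal array AF76 (0.222) or the at-risk array AF83 (0.185).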

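Il10, an anti-inflammatory cytokine, fell among 17 cytokines and receptors of allergy in naïve at-risk DCs, with a log2 fold change of -0.69 (SE 0.12, adjusted p = 0.0189 from limma). Its list was lower (adjusted p = 0.0183, with 1 member lower when adjusted over the list alone). With an estimated correlation the list had adjusted p = 0.247, and it was not called without AF79 (adjusted p = 0.177). Il10 lost its call without AF79 (0.0786), AF81 (0.0533) or AF83 (0.0575), and with only the naïve arrays. Markers of T cells were also lower, with a median log2 fold change of -0.32, 14 of 15 members negative and none called (1 lower when adjusted over the list alone, adjusted p = 0.00101, and adjusted p = 0.431 with an estimated correlation). Thy1, a surface protein of T cells, had a log2 fold change of -0.89 (adjusted p = 0.264). None of 6 plasma cell markers was called (1 lower when adjusted over the list alone), and their list was lower at adjusted p = 0.014, with adjusted p = 0.247 with an estimated correlation and 0.0553 without the at-risk array AF81. Genes of cholesterol synthesis and of amino acid and endoplasmic reticulum (ER) stress were lower as lists of 10 and 20 members with none called (1 lower in each when adjusted over the list alone). The cholesterol list had adjusted p = 0.0113 (adjusted p = 0.231 with an estimated correlation), and 0.138 without AF77. The ER stress list had adjusted p = 0.0356 (adjusted p = 0.247 with an estimated correlation), and 0.165, 0.0959 and 0.052 without AF76, AF77 and AF82. By fry, which asks whether the members move 1 way on balance, the T cell and interferon lists were not called (adjusted p = 0.211 and 0.11).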

Pathway analysis of the 18-target list revealed three canonical pathways enriched with differentially-expressed and differentially-methylated genes in naïve DC: the Jak-Stat pathway, which is mostly down-regulated in asthma-at-risk DC (and remains significant even if only down-regulated genes are analyzed), the RAR-alpha pathway (Fig. 2), and a cluster of genes in the VEGF pathway. Remarkably, 15 out of 18 transcripts belong to the interaction network focused on the regulation of IL-6 (Fig. 2), a cytokine crucial in early asthma development [21]. This suggests that deregulation of the IL-6 methylation profile could play an important role in a pro-allergic skew of allergen-naïve DCs, and possibly is an early indication of asthma predisposition. 

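Il6 fell in naïve at-risk DCs, with a log2 fold change of -1.18 (SE 0.13, adjusted p = 0.000786 from limma). Its log2 signal was 6.683 to 6.803 in the normal and 5.472 to 5.755 in the at-risk arrays, and 5.004 to 5.665 in stimulated arrays. The background of its probe set was not measured, so the size of this fall may be limited by it. Phlda1, a pleckstrin homology domain protein, fell by 0.89 on the log2 scale (SE 0.09, adjusted p = 0.000786), and Maff, a small Maf transcription factor, by 1.1 (SE 0.17, adjusted p = 0.0127). Socs3, the feedback inhibitor of IL-6 signaling, had a log2 fold change of -0.71 (SE 0.11, adjusted p = 0.0148), Slit2, a guidance ligand, one of -0.64 (SE 0.11) and Hes1, a transcription factor downstream of Notch, one of -0.50 (SE 0.09). All 14 genes of Fig. 2 had the sign that the figure shows. Of them 8 fell, Gem and Socs2 among them, and none rose (10 lower when adjusted over the list alone). The study chose these genes on these samples, so neither count is independent evidence. Ptger4, Plk2, Tiparp, Gjb2, Pex26 and Tgif1 were not called, with log2 fold changes from -0.46 for Plk2 to 0.23 for Pex26 and adjusted p from 0.057 for Gjb2 to 0.591 for Tgif1. Without the normal array AF79 the calls of Maff (adjusted p = 0.0509), Socs3 (0.0644) and Slit2 (0.0691) were lost and Plk2 was called (0.00114), while Gjb2 was called without AF80, AF88 or AF89 (0.0409, 0.0474 and 0.0396). Hes1 lost its call without AF80 (0.0646), AF81 (0.0582) or AF83 (0.0626), Gem lost its call without any 1 of 10 arrays (adjusted p from 0.0503 to 0.0956), and with only the naïve arrays Socs2, Socs3, Slit2, Hes1 and Gem were not called.

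**Figure D1:**
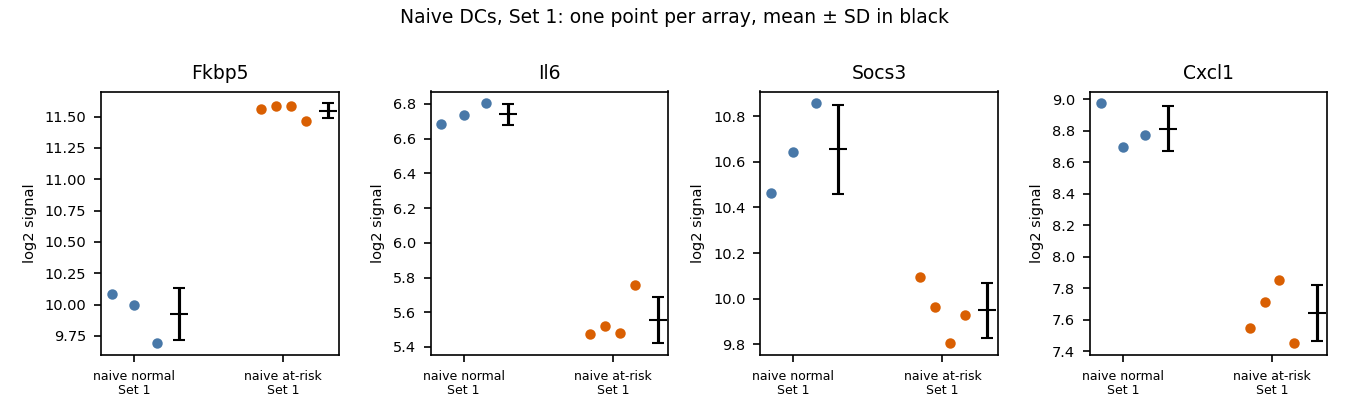
Log2 signal of Fkbp5, Il6, Socs3 and Cxcl1 in naïve DCs, with 1 point per array, 3 normal arrays in blue and 4 at-risk arrays in orange, and black bars for the mean ± SD. In each panel the arrays of the groups do not overlap, with Fkbp5 higher and the others lower in at-risk DCs.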

The fact that the 18 genes belong to pathways relevant to asthma is encouraging and supports the biological significance of our analysis. It is noteworthy however, that majority of DE genes in these pathways are not differentially expressed in stimulated DC (compare Figs. 2 and 3) suggesting they may not play role in the allergen response past the sensitization.

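Il6 did not pass the test in stimulated DCs, where its log2 fold change in at-risk pups was 0.004 (SE 0.09, adjusted p = 0.989 from limma, 9 arrays against 8). Its log2 signal was 5.004 to 5.665 in the stimulated arrays, where the lower quartile of all probe sets was 4.989 to 5.079. The background of its probe set was not measured. Slit2 fell there as in naïve DCs, by 0.56 on the log2 scale (SE 0.08, adjusted p = 0.0031), with -0.30 in Set 1 and -0.80 in Set 2. Of the 14 genes of Fig. 2, Slit2 was called in stimulated DCs by its probe set of the highest mean (4 lower when adjusted over the list alone, which is not independent evidence), and 12 had the sign of the figure. Socs3 was not called by that probe set (-0.52, adjusted p = 0.0528), but fell by its 2 other probe sets that were called (-0.53, adjusted p = 0.0123, and -0.56, adjusted p = 0.0172). Of all 77 probe sets called in naïve DCs, 68 were not called in stimulated DCs, 7 were called the same way and 2 the opposite way. Both groups of calls held 6 that fell, against 0.224 by chance, and 1 that rose, against 0.302. Across all probe sets, which are not independent replicates, the log2 fold changes of the comparisons had r = -0.0133. The difference between the maternal effects was tested within Set 1, where 11 probe sets of 10 genes had a higher effect in stimulated than in naïve DCs and none a lower one (1903 at an unadjusted p under 0.05). This difference was 1.1 for Il6 (SE 0.17, adjusted p = 0.0402 from limma), from -0.08 in stimulated and -1.18 in naïve DCs, so that it restates the naïve fall. With the background unmeasured it is not known whether Il6 could fall in stimulated DCs. For Phlda1 the difference was 0.89 (adjusted p = 0.0246), against -0.89 in naïve DCs, so it restates a naïve fall too. For Chil3, a chitinase-like protein of macrophages, it was 1.51 (SE 0.17, adjusted p = 0.00682). The count was 1 without AF82, AF83, AF86, AF87 or AF91, 3 without AF76 or AF81, 5 without AF77 or AF89, 6 without AF84, 28 without AF80 and 30 without AF90, and it was 19 to 42 with other normalizations, filters or weights. The call of Il6 was lost without any 1 of 12 arrays (adjusted p from 0.0533 to 0.108) and that of Phlda1 without any 1 of 7 (0.0504 to 0.0735), while Chil3 kept its call without each array. With all arrays in the fit, 3 of the 5 genes named for this comparison lost their calls, Il6, Phlda1 and Chil3 being among the 5.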

**Figure 2:**
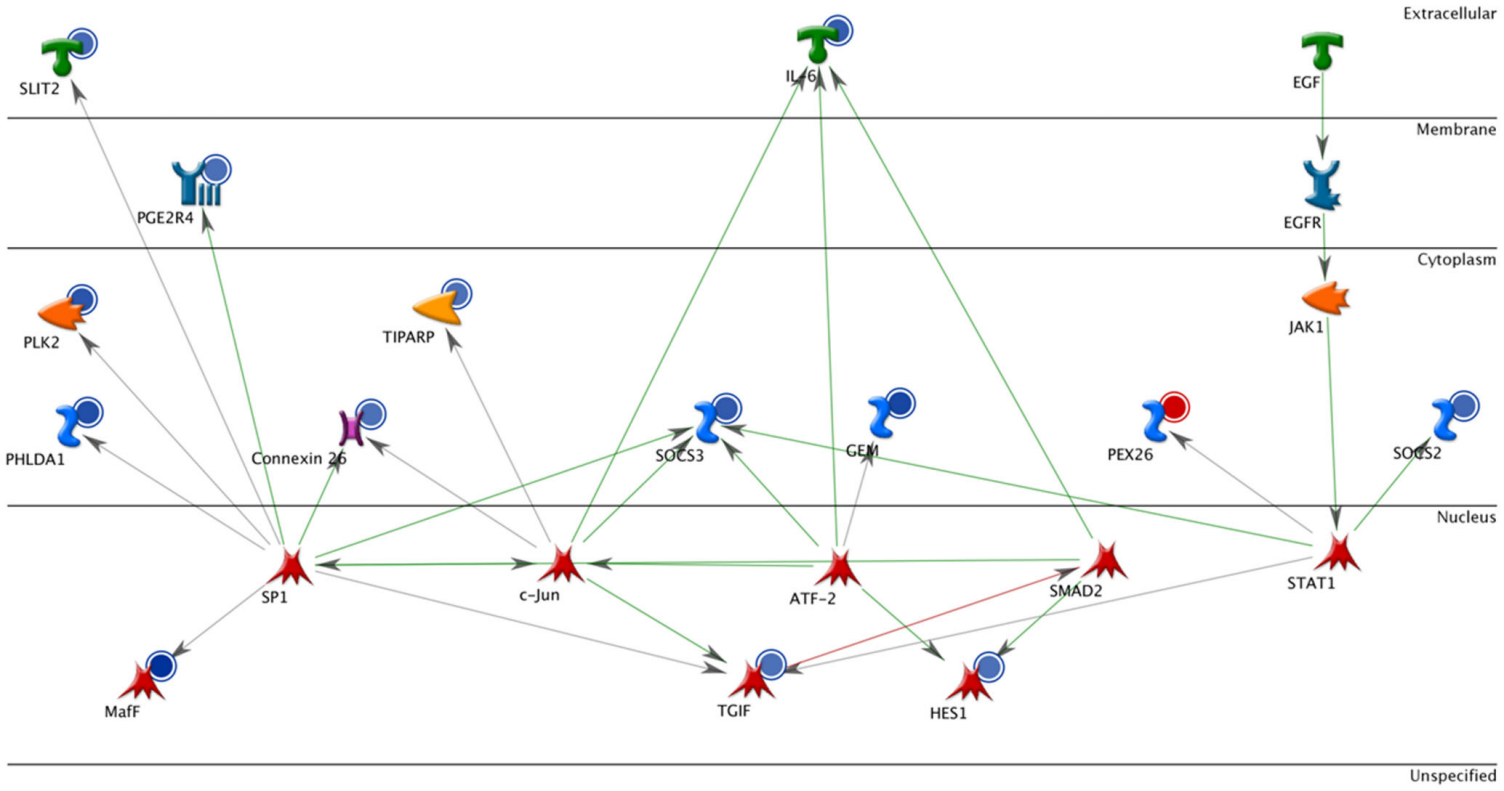
Transcripts showing both DNA methylation and expression changes between naïve normal and asthma-at-risk DCs form a small interaction network focused on regulation of a pleiotropic cytokine IL-6. Interacting factors are depicted in various shapes depending on their biological nature, connecting arrows indicate known links. Blue circles indicate transcripts down-regulated in asthma-at-risk DCs, red – up-regulated.

**Figure 3:**
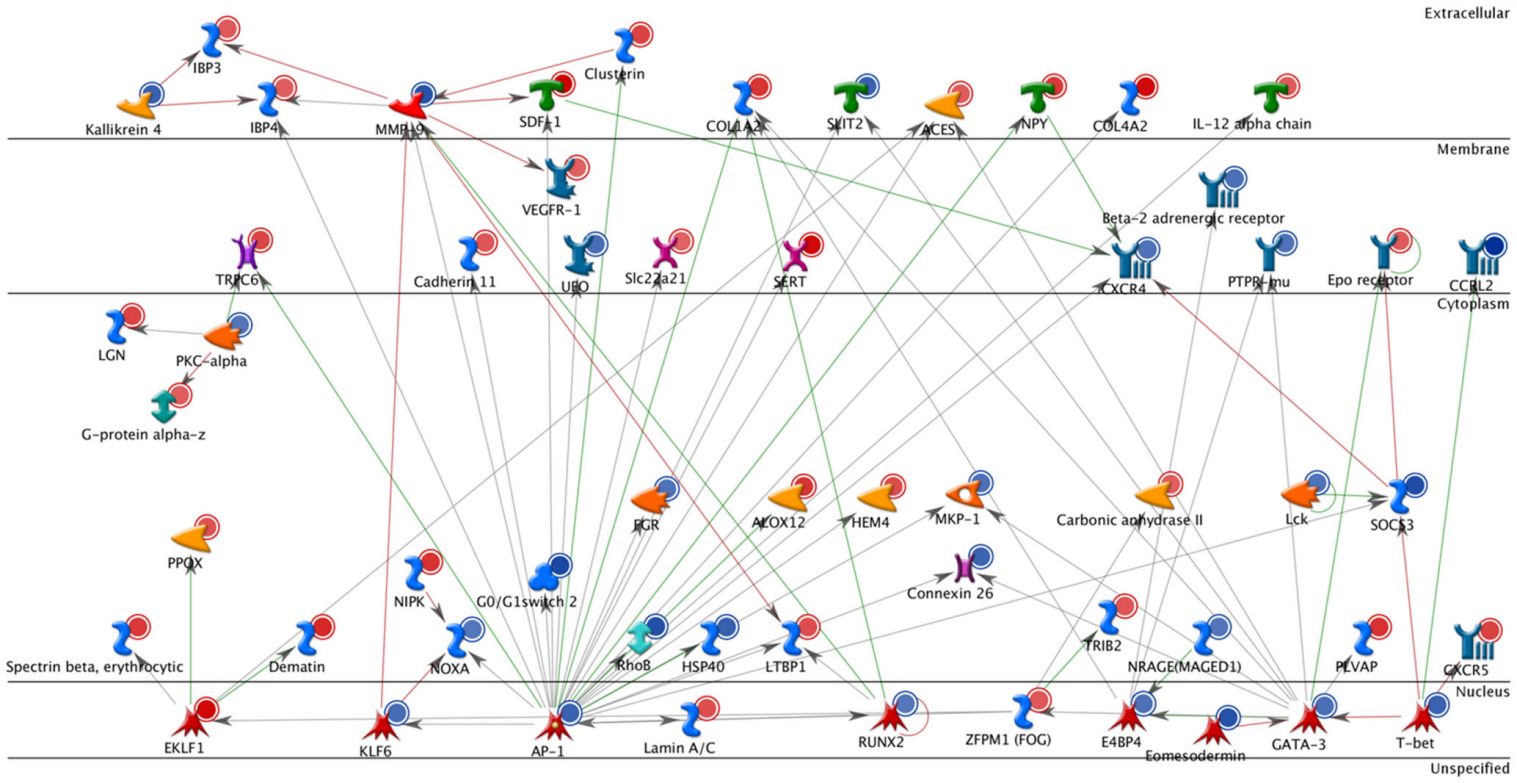
Interaction network of transcripts with significant change in DNA methylation at birth that show significant transcriptional change later in life upon the first encounter with allergen. Interacting factors are depicted in various shapes depending on their biological nature, connecting arrows indicate known links. Blue circles indicate transcripts down-regulated in asthma-at-risk DCs, red – up-regulated.

Hence, analysis of allergen-naive samples identified multiple epigenetic changes induced by maternal allergy but these were not linked to major background transcription alterations on their own (with the exception of a minor transcriptional shift in the IL-6 signaling pathway). These findings can now be compared to what was found after allergen stimulation.

### Upon allergen sensitization robust transcriptional changes are seen among transcripts showing epigenetic alterations at birth

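In stimulated at-risk DCs Trib3, Asns, Cldn5 and Igfbp7 were higher and Cxcl2, Cd28 and S1pr5 lower than in stimulated normal DCs. Trib3, a pseudokinase induced by amino acid and ER stress, rose by a log2 fold change of 1.70 (SE 0.28, adjusted p = 0.00743 from limma, 9 arrays against 8), and Asns, the asparagine synthetase, by 1.27 (SE 0.21, adjusted p = 0.00712). Cldn5, a tight junction protein of endothelium, rose by 1.46 (SE 0.21, adjusted p = 0.0031), and Igfbp7, a secreted binding protein of insulin-like growth factors, by 1.47 (SE 0.26, adjusted p = 0.00938). Cxcl2, a chemokine for neutrophils, fell by 1.54 on the log2 scale (SE 0.28, adjusted p = 0.00955), Cd28, the costimulatory receptor of T cells, by 0.84 (SE 0.12, adjusted p = 0.0031) and S1pr5, a sphingosine phosphate receptor of NK cells, by 0.81 (SE 0.15, adjusted p = 0.00993). In all 391 probe sets of 317 genes were DE. The count was 664 with all 24 arrays in the fit, 242 without dim probe sets, 121 without a term for set, where Cxcl2 and Cd28 lost their calls (adjusted p = 0.154 and 0.0938), and 0 when the fold of 1.25 itself was tested in limma (358 at an unadjusted p under 0.05). Without the stimulated normal arrays AF118, AF119, AF120 and AF121 of Set 2 in turn it was 167, 139, 154 and 183, against at most 578 without any other array.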

We have found a substantially greater number of differentially expressed transcripts after allergen stimulation. 707 transcripts were differentially expressed overall in asthma-at-risk vs naive DC (FDR 0.05 and fold change 1.25 or greater), and 347 of them were present in the methylation ‘hit list’ as differentially methylated in asthma-at-risk vs naive DC. 

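The maternal effect in stimulated DCs was larger in Set 2 than in Set 1. The log2 fold change of Trib3 was 1.47 in Set 1 and 1.91 in Set 2, that of Asns was 0.87 and 1.63, and both genes were called in each set. Their difference between the sets did not pass the test (0.45, SE 0.57, adjusted p = 0.7 from limma for Trib3, and 0.76, SE 0.39, adjusted p = 0.334 for Asns). In Sets 1 and 2 Cldn5 had 0.98 and 1.89, Igfbp7 had 0.68 and 2.18, and Cxcl2 had -0.49 and -2.49. For Alox12, a platelet lipoxygenase, the values were 0.28 and 2.63 (1.52 over both sets, SE 0.35, adjusted p = 0.0314 from limma), and for Slc6a4, the serotonin transporter, 0.41 and 2.39 (1.45, SE 0.32, adjusted p = 0.0238). Part of these Set 1 values rests on AF88, with log2 signals of 10.863 for Alox12 and 9.584 for Slc6a4. The other at-risk arrays of Set 1 had 9.732 to 10.493 and 8.82 to 9.323, and its normal arrays 9.565 to 10.215 and 8.393 to 8.914. Set 1 alone gave 16 DE probe sets, all higher in at-risk DCs (1655 at an unadjusted p under 0.05), and Set 2 alone gave 1045, and 998 without the at-risk array AF123, a choice made after seeing the data. All 16 calls of Set 1 were positive in Set 2, and 3 were called in both sets, against 0.413 by chance. The difference between the sets was itself DE for 404 probe sets, a count that ran from 204 without AF119 to 989 without AF125, was 2454 with array weights and was exceeded by another split of the samples (1205), so it does not measure the size of the difference. With the signal of platelet, erythroid and endothelial markers per array as 3 covariates, an alternative chosen after seeing the data, no probe set was called by limma (1136 at an unadjusted p under 0.05, or 5.02%, about the 5% expected with no effect) and Alox12 had a log2 fold change of -0.06. This loss cannot tell other cell types from an effect on DCs, because the scores themselves differ between the groups. In Set 2 the mean platelet signal was 6.99 in normal and 8.69 in at-risk arrays. Slc6a4 and Alox12 lost their calls without any 1 of AF118 to AF121 (adjusted p up to 0.0684 and 0.0857), and Alox12 also without AF88 (0.0514), AF124 or AF126.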

62 of the transcripts were associated with unmethylated DMRs in normal naïve DC, and 101 in asthma-at-risk (25 transcripts contain both). Similar to naïve DC, a group of transcripts contained both hyper- and hypo- methylated DMRs. 

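More transcripts were higher than lower in stimulated at-risk DCs, with 297 probe sets up and 94 down. Those that rose included Clca3a1, a chloride channel accessory protein, at a log2 fold change of 1.49 (SE 0.30, adjusted p = 0.0157 from limma), with 0.46 in Set 1 and 2.42 in Set 2. Myl9, a myosin light chain of smooth muscle, had 1.45 (SE 0.29, adjusted p = 0.0159), with 0.45 and 2.35. Pdk4, a kinase that inhibits pyruvate dehydrogenase, had 1.04 (SE 0.20, adjusted p = 0.0135), and Aldh1a1, a retinaldehyde dehydrogenase, had 1.1 (SE 0.22, adjusted p = 0.0171). Those that fell included C1ql3, a complement C1q-like protein, at -0.77 (SE 0.11, adjusted p = 0.0031), with -0.76 in Set 1 and -0.78 in Set 2, and Il18r1, a receptor chain for IL-18, at -0.65 (SE 0.12, adjusted p = 0.00945), with -0.31 and -0.96. Klk1, a kallikrein that is also a marker of plasmacytoid DCs, had -0.45 (SE 0.08), with -0.21 and -0.66. The share of calls that were higher was 76% in the pooled comparison, 55.9% in Set 2 (584 up and 461 down) and 66.1% without a fold threshold, and all 16 calls of Set 1 were higher.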

We observed similar numbers of up- and down-regulated transcripts in the stimulated group, with slightly more up-regulation in hypo-methylated subgroup (Fig. 1).

About one-third of the DE and DM transcripts from allergen-stimulated DCs interact functionally with each other, some of them with multiple interactions (Fig. 3). Among them are a number of genes previously found to be involved in allergic responses, such as Runx2, MMP9, CXCR4 and 5, IL-12, beta-adrenoreceptor, cadherin, AP1, VEGF-R1, etc. 

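Il12a, which encodes the p35 subunit of IL-12, rose in stimulated at-risk DCs with a log2 fold change of 0.41 (SE 0.08, adjusted p = 0.0137 from limma), 0.34 in Set 1 and 0.47 in Set 2. Jun and Fosb, subunits of the transcription factor AP1, fell by 0.43 (SE 0.10, adjusted p = 0.0298) and 0.59 (SE 0.14, adjusted p = 0.0324) on the log2 scale. Cdh1, the epithelial cadherin, fell by 0.60, and the paper's text does not say which cadherin it means. Mmp9, a matrix protease, had 0.40 in Set 1 and -0.67 in Set 2 (-0.16 over both sets, SE 0.16, adjusted p = 0.619). Cxcr4 and Cxcr5, chemokine receptors, had log2 fold changes of -0.26 (adjusted p = 0.0936) and 0.44 (adjusted p = 0.0661), Flt1, which encodes VEGF-R1, had 0.15 (adjusted p = 0.48), and Cdh11, a mesenchymal cadherin that Fig. 3 shows, had 0.70 (adjusted p = 0.0628). In Set 2 alone these 5 genes were called, Mmp9 and Cxcr4 lower and the others higher. Cxcr5 was also called without AF84 (0.0385) or AF91 (0.0356), and Cdh11 without AF84 (0.0208), AF90 (0.0448) or AF91 (0.0329). Runx2 was not analysed here. Of the 55 genes read from the network of Fig. 3, 52 were measured and had the figure's direction, 15 rose, 4 fell and 33 did not pass the test (29 higher and 10 lower when adjusted over the list alone). They were chosen on these samples, which is not independent evidence of their direction. In Set 1 alone 1 of them, Trib3, was called, in Set 2 alone 41, and 41 had the same sign in both sets. Jun lost its call without AF88, AF125, AF126, AF127 or any 1 of AF118 to AF121 (adjusted p from 0.0507 to 0.0828), Fosb without any 1 of 9 arrays (0.0503 to 0.0864) and Cdh1 without AF118 (0.0509), AF119 (0.0602) or AF120 (0.0584).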

While many pathways are affected by transcriptional changes in stimulated DC, the focal points of the changes appear to be transcription factors. The top 30 significant transcriptional networks include several subunits of NFkB, and several STAT genes, which are involved in regulation of immune response. However, other transcription networks, associated with more general functions such as cell proliferation and differentiation are also prominent.

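Among 27 immediate early genes, 5 fell and none rose in stimulated at-risk DCs (7 lower when adjusted over the list alone), with adjusted p = 2.83e-11 from camera and adjusted p = 0.121 with an estimated correlation. Atf3, a stress-induced repressor, fell by 0.65 on the log2 scale (SE 0.12, adjusted p = 0.0123 from limma), with -0.40 in Set 1 and -0.88 in Set 2. Of 21 NF-kB targets, Cxcl2 and Nfkbiz fell and none rose (4 lower when adjusted over the list alone), with adjusted p = 0.00033 and adjusted p = 0.314 with an estimated correlation. Nfkbiz, a nuclear inhibitor of NF-kB, had a log2 fold change of -0.46 (SE 0.11, adjusted p = 0.0404), and with the marker scores as covariates it had 0.03. The median of the NF-kB targets was -0.0063 in Set 1, where the test pointed upward (adjusted p = 0.98), and -0.22 in Set 2, and that of the immediate early genes was -0.08 and -0.31 (mean signal 0.078 lower in Set 1, and 0.04 without AF88). Heat shock genes were lower (0 of 11 called and 1 lower when adjusted over the list alone, adjusted p = 6.73e-06, and adjusted p = 0.121 with an estimated correlation), with medians of 0.02 in Set 1 and -0.32 in Set 2. Their mean signal was 0.06 higher in at-risk arrays in Set 1 (-0.034 without AF91) and 0.652 lower in Set 2, and of all lists this was the 1 whose difference between the sets was called with an estimated correlation (adjusted p = 0.00137). Among 21 genes of IL-6 and Jak-Stat signaling none was called by its probe set of the highest mean, while other probe sets of Socs3 were called lower (-0.53 and -0.56), and the list was not called (adjusted p = 0.229), with a median of 0.004 and a mean of -0.05, while its test pointed downward. Among 20 interferon response genes 2 rose and the list was not called (adjusted p = 0.205, and 0.603 with an estimated correlation). The list was higher in Set 1 alone (median 0.18, adjusted p = 2.64e-07, with no member called by limma). In Set 2 its test pointed downward (median -0.06, adjusted p = 0.189, with 2 members called lower). T cell markers were lower by camera too, like the immediate early genes and NF-kB targets, with a median log2 fold change of -0.41. With an estimated correlation the T cell list was not called (adjusted p = 0.153). Nfkbiz lost its call without any 1 of 11 arrays (adjusted p from 0.0500 to 0.107).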

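Lists of erythroid, platelet and endothelial markers were higher in stimulated at-risk DCs by camera. Those of T cells, NK cells and plasmacytoid DCs were lower. With an estimated correlation none of them was called (adjusted p from 0.121 to 0.19). Of 22 erythroid markers 15 rose and none fell (20 higher when adjusted over the list alone), with a median log2 fold change of 0.43 in Set 1 and 1.17 in Set 2. Ermap, an erythroid membrane protein, rose by 0.98 (SE 0.19, adjusted p = 0.0137 from limma). Of 10 platelet and megakaryocyte markers 7 rose (9 higher when adjusted over the list alone), with medians of 0.26 and 1.92. In Set 1 the mean signal of the list was 0.254 higher in at-risk arrays, and 0.086 without AF88. Pf4 and Ppbp, chemokines of platelet granules, rose by 1.26 (adjusted p = 0.0296) and 1.44 (adjusted p = 0.0269). Of 18 endothelial markers 8 rose (9 higher when adjusted over the list alone), with medians of 0.35 and 0.57 (mean signal 0.358 higher in Set 1, and 0.199 without AF88). Egfl7, a secreted factor of endothelium, rose by 0.97 (SE 0.15, adjusted p = 0.00358). Adjusted p from camera was 1.59e-17, 7.49e-10 and 2.93e-09 for these lists, with adjusted p = 0.121 for each with an estimated correlation, and 0.153, 0.19 and 0.121 for T cells, NK cells and plasmacytoid DCs. Of 22 cell cycle genes 19 were positive and none was called, also when adjusted over the list alone (median 0.15, adjusted p = 3.29e-05, and adjusted p = 0.386 with an estimated correlation). Without the at-risk array AF123 their median was 0.098, and the difference of the mean signal in Set 2 was 0.14 against 0.231. Mki67, a marker of proliferating cells, had a log2 fold change of 0.30 (adjusted p = 0.11). Conventional DC markers had a median of -0.01 (adjusted p = 0.404). Ppbp lost its call without any 1 of AF118 to AF121 (adjusted p up to 0.0751), and Pf4 without any of these (up to 0.0824) or AF125 (0.052).

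**Figure D2:**
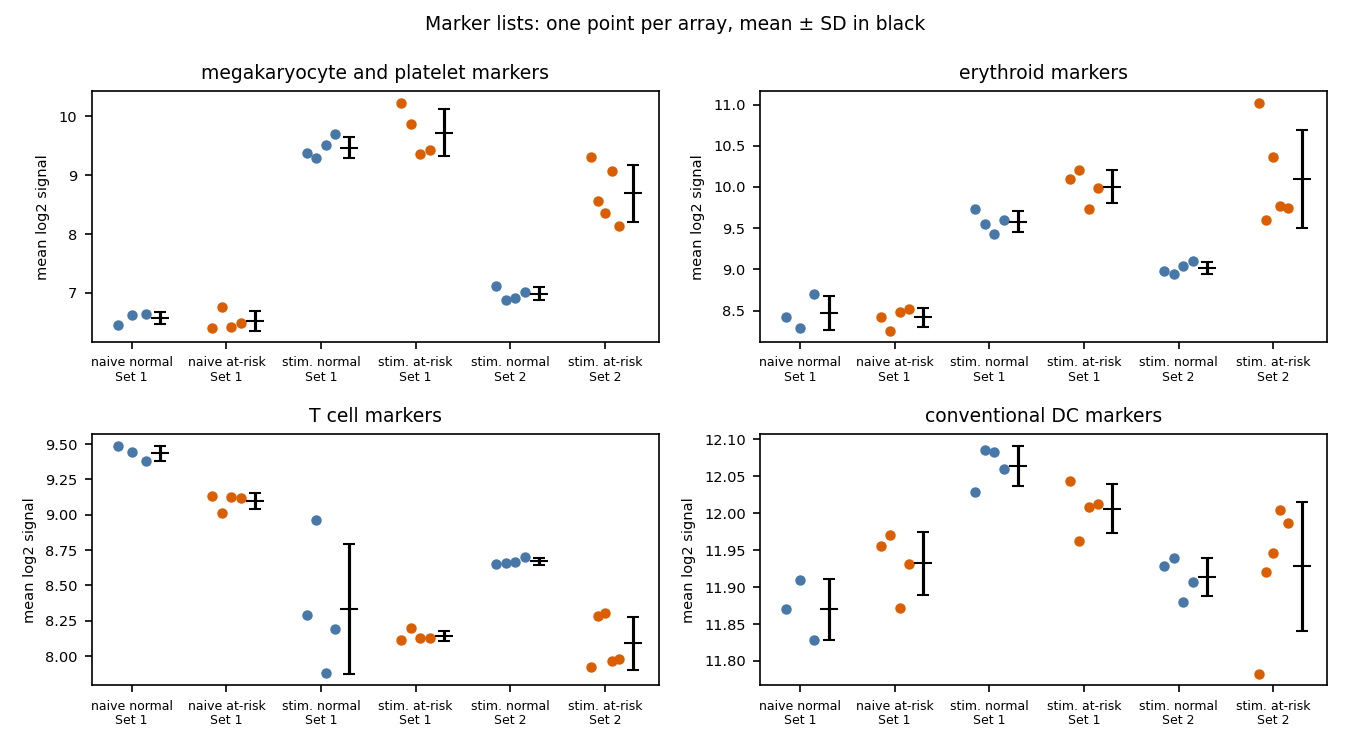
Mean log2 signal of the platelet, erythroid, T cell and conventional DC markers, with 1 point per array in each of the 6 groups, and black bars for the mean ± SD. Each panel has its own axis, and that of the conventional DC markers spans a small range. Platelet markers had a mean of 6.99 in stimulated normal arrays of Set 2 and 8.69 in stimulated at-risk arrays of Set 2.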

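Lymphocyte markers of stimulated at-risk DCs went both ways. Of 15 T cell markers 1, Cd28, fell (8 lower when adjusted over the list alone, adjusted p = 6.23e-09 from camera, and adjusted p = 0.153 with an estimated correlation), with medians of -0.17 in Set 1 and -0.62 in Set 2. In Set 1 the mean signal of the list was 0.19 lower in at-risk arrays, and 0.021 higher without the normal array AF85, so its direction in Set 1 rests on 1 array. Of 11 NK cell markers 1 fell (7 lower when adjusted over the list alone, adjusted p = 6.73e-06, and adjusted p = 0.19 with an estimated correlation), with medians of -0.012 in Set 1, where the test pointed upward, and -0.74 in Set 2. That gene was Klrd1, a lectin-like receptor, at -0.36 (adjusted p = 0.0285 from limma), and it lost its call without any 1 of 6 arrays (0.0504 to 0.0809). Of 10 plasmacytoid DC markers Klk1, Ccr9 and Cox6a2 fell (5 lower when adjusted over the list alone, adjusted p = 5.69e-05, and adjusted p = 0.121 with an estimated correlation). Ccr9, a homing receptor, had a log2 fold change of -0.36 (SE 0.06, adjusted p = 0.0093), and Cox6a2 lost its call without any 1 of AF118 to AF121. Of 10 B cell markers Vpreb3, a chaperone of the immunoglobulin light chain, rose by 0.66 (SE 0.10, adjusted p = 0.0031) and Fcer2a, the low-affinity IgE receptor, by 0.53 (SE 0.10, adjusted p = 0.0112) (2 higher when adjusted over the list alone, adjusted p = 1.01e-08, and adjusted p = 0.121 with an estimated correlation). Stromal markers were higher as a list of 21, of which Sparc and Col1a2 rose (9 higher and 1 lower when adjusted over the list alone, adjusted p = 0.000557, and adjusted p = 0.324 with an estimated correlation). This list had medians of 0.0165 in Set 1, where camera did not call it (adjusted p = 0.422), and 0.54 in Set 2. In Set 1 its mean signal was 7.343 in AF88, against 6.547 to 6.823 in the other at-risk arrays. The normal arrays of Set 1 had 6.581 to 6.965. The higher mean of the at-risk arrays there (6.824 against 6.736) rests on AF88. Sparc, a matrix glycoprotein, rose by 1.24 (SE 0.24, adjusted p = 0.0137), and had -0.04 with the marker scores as covariates. Neutrophil markers were higher in Set 1 (median 0.84) and not in Set 2 (0.019, where the test pointed downward, and mean signal 0.219 higher, 0.024 without AF123), and macrophage markers were higher in Set 1 (0.12) and lower in Set 2 (-0.26). Over both sets these lists had adjusted p = 0.346 and 0.459 with an estimated correlation. In Set 1 2 of 13 neutrophil and 0 of 17 macrophage markers were called by limma, and over both sets 0 macrophage markers.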

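Socs3 was the 1 gene of Table S1 that was DE in naïve at-risk DCs (log2 fold change -0.71, SE 0.11). The other 6 genes listed in Table S1 were also lower and did not pass the test. Hspa2, a heat shock protein, had a log2 fold change of -0.39 (SE 0.09, adjusted p = 0.0814 from limma) and Pdgfra, the alpha receptor of platelet-derived growth factor, of -0.41 (SE 0.18, adjusted p = 0.299). Skil, an inhibitor of TGF-beta signaling, had -0.29 (SE 0.07, adjusted p = 0.0958), and Ptger4, a prostaglandin E2 receptor, had -0.26 (SE 0.06, adjusted p = 0.0814). Gjb2, a gap junction protein, had -0.43 (SE 0.09), and Hivep2, a zinc finger protein, had -0.14 (SE 0.07, adjusted p = 0.371). The methylation that placed these genes in the table was not analysed here.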

Because each gene is targeted by several probes in the methylation array, we sought to determine whether there are targets that have both hyper- and hypomethylated areas, and we identified only 8 such genes for the naïve (Table S1) and 61 genes for allergen-sensitized mice (Table S2).

For allergen-sensitized mice most of the methylation changes occurred either within promoters of genes or overlapped with a nearby CpG island; a small proportion of probesets (∼26%) were mapped to areas that are unlikely to include key transcription regulation elements (Fig. 4).

**Figure 4:**
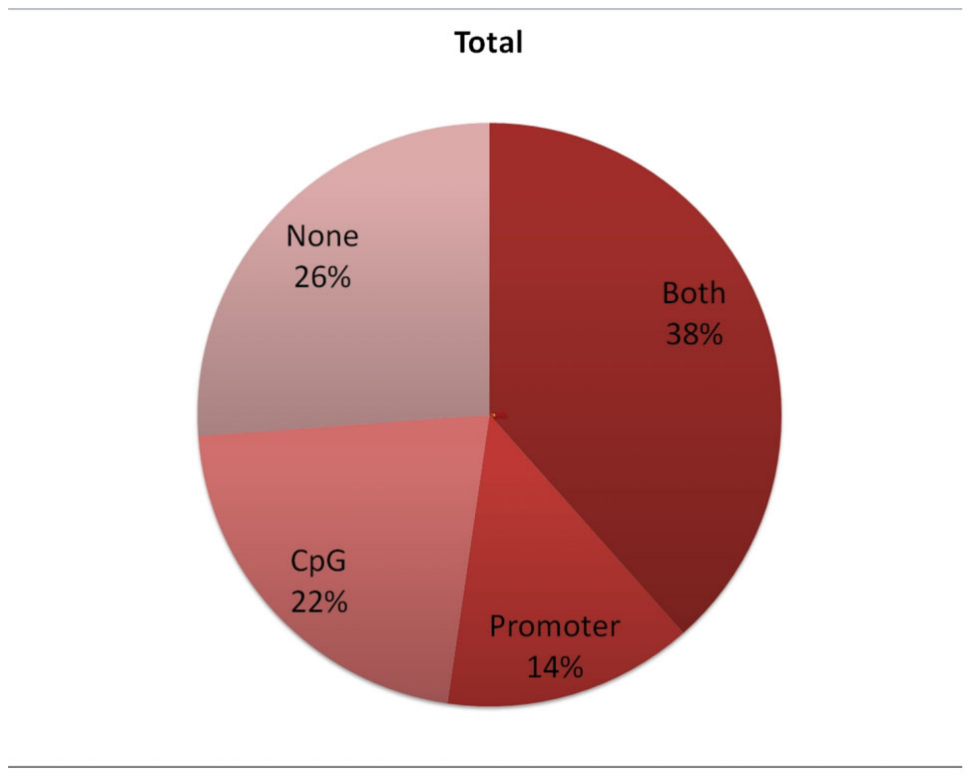
In the allergen stimulated group DCs most genes with significant change in transcription (DE) had altered methylation either in the promoter (14%), CpG island (22%) or both (38%) (of all overalpping DMR-DE). Only 26% of the genes had changes elsewhere in the body of the transcript.

The presence of DE transcripts with multiple DMRs altered in opposing directions (hypo- and hyper-) presented an opportunity to analyze the role of relative position of CpG sites in altering transcription. 65 such transcripts were found for allergen-sensitized DC samples with FDR for DE 0.05 (no restriction on fold change). 

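Rhoj, Abat and Efhd1 rose and Axin2 fell among the genes of Table S2 in stimulated at-risk DCs. Rhoj, a small GTPase of endothelium, had a log2 fold change of 0.93 (SE 0.17, adjusted p = 0.0123 from limma), with 0.86 in Set 1 and 1.00 in Set 2, and Abat, the GABA transaminase, had 0.68 (SE 0.11, adjusted p = 0.00763), with 0.47 and 0.86. Efhd1, a calcium-binding protein of mitochondria, had 0.72 (SE 0.10, adjusted p = 0.0031), and Axin2, a target and inhibitor of Wnt signaling, had -0.43 (SE 0.09, adjusted p = 0.0174), with -0.32 and -0.53. Of 64 measured genes of the table, 63 had the table's direction, 26 of 27 listed as up and 37 of 37 listed as down. Zfp503, a zinc finger protein, was the exception, at -0.02. An adjusted p of 0.05 or less was reached by 16 genes, and 15 of them were DE, 9 higher and 6 lower. Without AF118, AF119, AF120 and AF121 in turn 7, 5, 6 and 7 genes reached it, against 23 without AF91. Without a term for set 5 genes did. The study chose these genes on these samples, so their direction is not independent evidence. In Set 1 alone 37 had the table's direction and none was called by limma, and in Set 2 alone all 64 had it and 33 were called.

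**Figure D3:**
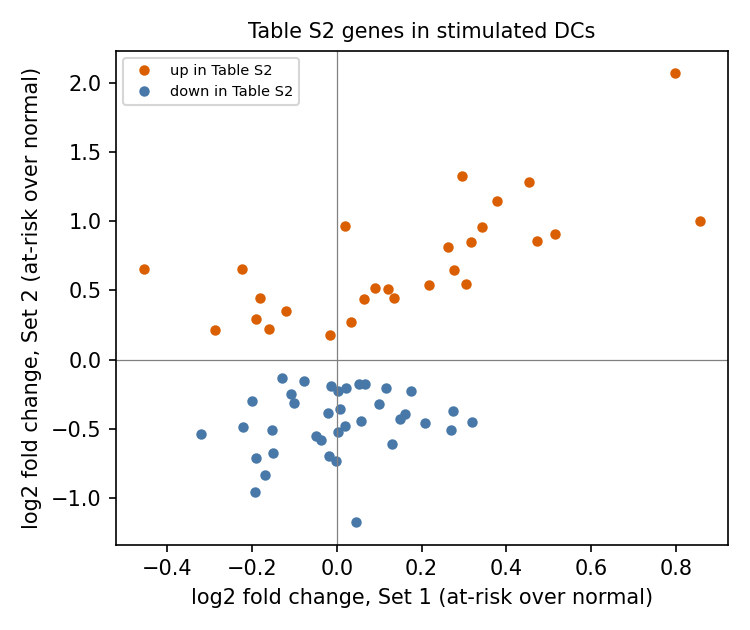
Log2 fold change of at-risk against normal stimulated DCs for the genes of Table S2, with Set 1 on the horizontal axis and Set 2 on the vertical axis, 1 point per gene, orange for genes listed as up and blue for genes listed as down. Along the vertical axis all 64 genes lie on the side their color gives, and along the horizontal axis 37 do.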

The DMRs associated with these transcripts were categorized as overlapping with promoter, CpG island, both or neither. A DMR was selected as “influential” if its methylation changed in accordance with subsequent change in transcription. If more than one “influential” DMR was present, one was picked with following priority: Promoter and CpG island>Promoter>CpG island>neither. While this approach is biased against CpG islands, only two transcripts were affected (having separate “influential” probes in promoter only and in CpG island only), both down-regulated.

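Genes of Table S2 that were higher and lower in stimulated at-risk DCs were set beside the regions that the table lists for them, with the direction of expression from the arrays and the methylation as the paper gives it. Of 26 genes higher in at-risk DCs, 73.1% had an influential region in a promoter, a CpG island or both, as had 76.3% of 38 lower genes and 75% of all 64. A promoter that lies in a CpG island held the influential region of 11 higher and 12 lower genes (42.3% and 31.6%). An island outside a promoter held it for 3 higher and 12 lower genes, a promoter without an island for 5 and 5, and neither for 7 and 9. Of the 15 DE genes, 86.7% had it in a promoter or island. Cavin3, a coat protein of caveolae, rose among them by a log2 fold change of 0.78 (SE 0.16, adjusted p = 0.0176 from limma), and Gas7, a cytoskeletal protein, had -0.34 (SE 0.08, adjusted p = 0.0376). The call of Cavin3 was lost without AF119 (adjusted p = 0.055) and that of Gas7 without any 1 of 13 arrays (adjusted p up to 0.098). Most of these genes did not pass the test here, so their directions are signs of the log2 fold change. The table holds genes with regions changed both ways, so each had an influential region whichever way its expression went. Of 64 genes 63 had the table's direction on the same samples. The table's own directions give 71.43%, 75.68% and 73.85%, so the shares found here restate the paper's and are not independent evidence.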

Approximately ¾ of the transcripts have the potentially ‘influential’ probes within expected regulatory regions – promoters or CpG islands or both (72% of up-regulated transcripts, 76% of down-regulated, and 74% overall, Fig. 4). In more than 1/3 of the transcripts such probes are located in CpG islands within promoter region (43%, 35%, and 38% respectively). Interestingly, CpG islands outside of promoter regions (but within the body of a transcript) appear to influence transcription quite often, especially in case of down-regulated transcripts (30%, even with minor bias against such probes). Ultimately, epigenetic alterations at several regions simultaneously may be necessary for a subsequent transcriptional shift.

Genes that were downregulated were more likely to have aberrant methylation in the CpG islands than in the promoter (30% vs 11% in islands and 11% vs 18% in promoters). This finding supports the recent paradigm that methylation of the CpG islands has a stronger transcriptional significance than methylation of promoter sequences.

In summary, upon allergen sensitization the DCs of asthma-at-risk neonates show significant transcriptional change compared to controls; the majority of up- or downregulated genes have pre-existing methylation changes (at birth) indicating that maternal transmission of asthma risk associated with the dysfunction of DCs is largely an epigenetic phenomenon.

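By camera the erythroid, platelet and endothelial lists were higher in stimulated at-risk DCs in each set, and the immediate early genes and T cell markers lower. With an estimated correlation over both sets none of these lists was called (adjusted p = 0.121, and 0.153 for the T cell markers). Over both sets 5 of 27 immediate early genes and 1 of 15 T cell markers were called, and in Set 1 alone no member of the 5 lists was called by limma. Single arrays carried part of this in Set 1. Without the normal array AF85 the mean T cell marker signal was 0.021 higher in at-risk arrays, against 0.19 lower with it (0.34 lower without AF86), and without the at-risk array AF88 the platelet difference was 0.086 against 0.254, the endothelial one 0.199 against 0.358 and that of the immediate early genes -0.04 against -0.078 on the log2 scale. Trib2, a pseudokinase, rose by a log2 fold change of 0.47 (SE 0.07, adjusted p = 0.0031 from limma), with 0.31 in Set 1 and 0.63 in Set 2. Flt4, the receptor of VEGF-C, rose by 0.59 (SE 0.11, adjusted p = 0.0134), with 0.29 and 0.85. Across all probe sets, which are not independent replicates, the log2 fold changes of the sets had r = 0.201 and a rank correlation of 0.0103. Of the probe sets that rose in Set 2, 78.4% were positive in Set 1, and of those that fell in Set 2, 51.6% were negative in Set 1. By the paper's summary most of the genes that changed after allergen had methylation that was already altered at birth. The shares that it gives for stimulated DCs elsewhere lie below a majority. From this overlap the paper proposes that the transmission of asthma risk from the mother through DCs is largely epigenetic. For the part of DCs it also cites its earlier adoptive transfers into normal pups.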

## Discussion

Recent publications demonstrate special importance of the epigenetic changes acquired during perinatal development to the future health. Maternal asthma transmits an increased asthma risk to neonates, both in humans and in our mouse model. Others show in a similar model that such risk may be transmitted transgenerationally, and postulate epigenetic mechanisms [22]–[24]. We have previously identified neonatal DC as a critical cell that conveys this asthma risk to normal recipients in adoptive transfer experiments [20].

This report demonstrates that neonates at-risk of asthma are born with substantial genome-wide DNA methylation changes in their DCs due to maternal allergy. We based our hypothesis on the paradigm that allergen sensitization in responsive subjects leads to genome-wide changes in transcription of immune cells as they activate. The premise of this study was that many of these changes are preceded (and potentially caused) by epigenetic alterations in key regulatory sequences that arise as a result of maternal influence.

As we predicted, transcriptional differences in the allergen-naïve neonates are minimal. 

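Fkbp5, Igkv15-103, Il6, Cxcl1, Clu, Maff and Ifnb1 changed by more than 2-fold in naïve at-risk DCs by their probe sets of the highest mean. A 2nd probe set of Fkbp5 gave a log2 fold change of 1.71. Col9a1, a collagen chain, and Ccnt2, a cyclin, which were chosen after their values were seen, had 1 probe set each over 2-fold (-1.28 and 1.06, adjusted p = 0.0148 and 0.0139), while their probe sets of the highest mean were not called (-0.23 and 0.14). Igkv15-103, an immunoglobulin light chain segment, had -1.45 (SE 0.27, adjusted p = 0.0331 from limma), and Clu, a secreted chaperone, had -1.11 (SE 0.19, adjusted p = 0.0208). Snap91, a clathrin adaptor, had -0.80, and Cr2, a complement receptor of B cells and follicular DCs, had -0.71 (SE 0.10, adjusted p = 0.00808). In all 12 DE probe sets changed by more than 2-fold, and 30 of the 77, or 39%, by no more than 1.5-fold. Over 2-fold changes numbered 19 without the normal array AF77 and 5 without the normal array AF79, and the share of no more than 1.5-fold was 15.9% without AF83 and 25% without AF80. With only the naïve arrays no DE probe set of limma was within 1.5-fold, of the 12 called. Clu lost its call without AF79 (adjusted p = 0.0875), AF80 (0.0711) or AF83 (0.0612), Snap91 without AF76 (0.0521) or AF79 (0.0644), and Igkv15-103 without any 1 of 8 arrays. With only the naïve arrays 19 of 26 named genes lost their calls, Clu, Snap91, Igkv15-103 and Cr2 among them. Maff lost its call without AF79 (0.0509).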

While the number of statistically significant DE transcripts (n = 60) is not negligible, for the majority of these transcripts (80%) the expression difference between normal and asthma-at-risk DC does not exceed 1.5 fold, and only one transcript (Fkbp5) changes more than two-fold. One of the limitations of such small differences detected on a genome-wide scale is difficulty reproducing them in other models and other species. This relatively small magnitude of expression changes is in agreement with the absence of phenotypical difference between naïve normal and asthma-at-risk pups, including absence of any immunophenotypic differences of the surface of DCs itself that as we reported earlier. Among differentially expressed are the genes involved in the IL-6 pathway due to their participation in Jak-Stat and Rar-alpha signaling pathways; they seem to be the only early indicators of a pro-allergic skew.

However, upon allergen sensitization, strong transcriptional differences are seen in genes that also had methylation aberrations at birth. For the allergen-stimulated DCs, we found over 700 DE transcripts; more than 40 of them were over 2-fold different, and several showed as much as a 4-fold change. 

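Among the transcripts that changed more than 2-fold in stimulated at-risk DCs, Col4a1 and Plvap rose and Cxcl2 fell. Col4a1, a chain of basement membrane collagen, had a log2 fold change of 1.40 (SE 0.27, adjusted p = 0.0135 from limma), with 0.55 in Set 1 and 2.18 in Set 2, and Plvap, a diaphragm protein of endothelium, had 1.04 (SE 0.20, adjusted p = 0.0135), with 0.64 and 1.40. The 0.64 rests in part on AF88, with a log2 signal of 8.6 against 7.125 to 8.025 in the other at-risk arrays of Set 1. With the marker scores as covariates, an alternative chosen after seeing the data, Col4a1 and Plvap had -0.05 and -0.06. Both belong to the endothelial list that makes 1 of these scores, so their loss was built in and decides nothing. Timp3, an inhibitor of matrix proteases, had 1.58, with 0.56 and 2.49, and Reep6, an ER membrane protein, had 1.47 (SE 0.31, adjusted p = 0.0206), with 0.80 and 2.07. Car1, a carbonic anhydrase of erythrocytes, had 1.19 (adjusted p = 0.0194). More than 2-fold changes numbered 94 over both sets, 7 in Set 1, 223 in Set 2 and 43 without a term for set. They numbered 59 without AF88, 61 without AF123 and 41, 34, 37 and 49 without AF118, AF119, AF120 and AF121. Timp3 (adjusted p = 0.0507), Car1 (0.058) and Reep6 (0.0602) lost their calls without AF119, and Reep6 also without AF118 (0.0517) or AF120 (0.0536).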

Juxtaposing the methylation and expression data shows that a large percentage (55 for naïve DCs and 40 for allergen-stimulated DCs) of DE transcripts come from genes with pre-existing methylation changes. It is also worth noting that for the allergen-sensitized DCs, transcriptional changes were not limited to genes with detectable methylation changes at birth. This is plausible in light of the prominent involvement of transcription factors in our observations suggesting that deregulation of transcriptional networks has its own effects on many targets that are not epigenetically altered, and previous data reporting constitutively unmethylated genes.

An interesting aspect is that approximately the same number of genes change in compliance with the biological paradigm that demethylation leads to increased expression (56), as the number that change ‘discordantly’ in the opposite direction (53), suggesting that either methylation is but one of the factors in the complex mechanisms of transcriptional regulation, or that methylation in some sites is more transcriptionally important than in adjacent sites. Thus, some of the DMRs may be located at non-regulatory sequences, and others may be unaffected by the putative signaling pathways activated in allergy response. On the other hand, not all DE genes harbor differentially methylated sites, implying that they are regulated by other means.

The direct interactions network in Fig. 3 identifies genes that are likely causative for the early-life asthma origin, based on this analysis and our prior work [20], [25]. Among these 57 genes which evidently interact with each other very well, there are 29 that we found have a known role in asthma or allergic inflammation. They are: Klf6 (Gene ID: 23849) [29], Lamin A/C (Gene ID: 16905) [30], E4BP4 (Gene ID: 18030) [31], Eomesodemin (Gene ID: 13813) [32], GATA-3 (Gene ID: 14462) [33], T-bet (Gene ID: 57765) [34], CXCR5 (Gene ID: 12145) [35], SOCS3(Gene ID: 12702) [36], Lck (Gene ID: 16818) and FGR(Gene ID: 14191) [37], MKP-1 (Gene ID: 19252) [38], ALOX12(Gene ID: 11684) [39], RhoB (Gene ID 11852) [40], G0/G1 switch 2(Gene ID: 14373) relevant to cell proliferation, NOXA (Gene ID: 58801) [41], Dematin (Gene ID: 13829) [42], PKC-alpha (Gene ID: 18750) [43], TRPC6 (Gene ID: 22068) [44], VEGFR-1(Gene ID: 14254) [45], CXCR4 (Gene ID: 12767) [46], Beta-2 adrenergic receptor(Gene ID: 11555) [47], Il12a (Gene ID: 16159) [48], NPY (Gene ID: 109648) [49], Slit2 (Gene ID: 20563) [50], Col1a2 (Gene ID: 12843) [51], Cxcl12 (Gene ID: 20315) [52], MMP-9 (Gene ID: 17395) [53], IBP3 (Gene ID: 16009) [54], Kallikrein 4 (Gene ID: 56640) [55]. 

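Dmtn, Il12a, Alox12 and Col1a2 rose and Rhob, Slit2 and Klk4 fell among these genes in stimulated at-risk DCs. Dmtn, an actin-bundling protein of the erythrocyte membrane, had a log2 fold change of 1.1 (SE 0.24, adjusted p = 0.0241 from limma), with 0.63 in Set 1 and 1.52 in Set 2. Rhob, a small GTPase among the immediate early genes, had -0.55 (SE 0.12, adjusted p = 0.0268), and Klk4, a serine protease, had -0.46 (SE 0.08, adjusted p = 0.0094), with -0.28 and -0.62. Col1a2, a chain of type I collagen, had 0.92 (SE 0.23, adjusted p = 0.0473). Of 29 genes 27 were measured, and 20 did not pass the test (10 higher and 8 lower when adjusted over the list alone, which is not independent evidence since the study chose the genes on these samples). Gata3, Tbx21 and Eomes, lineage transcription factors of lymphocytes, had log2 fold changes of -0.44 (adjusted p = 0.151), -0.40 (adjusted p = 0.063) and -0.41 (adjusted p = 0.105), and Cxcl12, a stromal chemokine, had 1.05 (adjusted p = 0.0781), while another of its probe sets was called (1.29, adjusted p = 0.0309), as were 2 others of Socs3. In Set 2 alone 24 of the 27 were called and in Set 1 alone none by limma, and 20 had the same sign in both sets. Rhob and Dmtn lost their calls without any 1 of AF118 to AF121 (adjusted p up to 0.0738 and 0.0684) and Col1a2 without any 1 of 14 arrays (up to 0.121). With the marker scores as covariates Col1a2 had -0.34 and Alox12 had -0.06. Tbx21 was called without AF86 (0.0175), AF87 (0.0499), AF90 (0.0345) or AF91 (0.0363), Cxcl12 without AF90 (0.0406) or AF91 (0.0308), and Cxcr5 without AF84 or AF91.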

The rest of the factors (genes) are less well characterized and comprise opportunities for future research.

It remains unclear what role is played by the remaining methylation aberrations not studied here, i.e. changes outside of the coding or regulatory areas and changes in the genes that do not transcriptionally respond. These DMR may be either a secondary effect of changes in cell functionality, or a ‘bystander’ para-phenomenon that plays no role, or may have unknown regulatory consequences that remain to be discovered. A few methodological limitations of our study should also be mentioned: first, mouse models of disease do not necessarily reproduce every detail of human disease; second, genome-wide studies carry inherent risks related to multiplicity of comparisons; third, information provided by pathway analysis methods relies on known interactions between factors, which means the scope may be limited by published knowledge.

Conclusion: Maternal asthma leads to epigenetic change in DCs of the neonate, and this is linked to their skewed state at birth towards producing allergy responses upon encounter with allergen. The methylation changes are diverse and complex: they include both hyper and hypomethylation; many are associated with changed expression, but some are not; conversely, some expression changes are and some are not directly linked to methylation status. This brings new light to the epigenetic origins of asthma, demonstrating that they are not as simple as we may have hoped. These data also highlight the need for methods for targeted manipulation of the epigenetic status of genes to allow precise testing of causal roles in functional effects.

## Methods

### Animals

BALB/C mice were obtained from Charles River Laboratories (Cambridge, MA). Animal care complied with the Guide for the Care and Use of Laboratory Animals and all experiments were approved by the Institutional Review Board/IACUC: Harvard Center for Comparative Medicine.

### Exposure protocol

The animal protocol uses is based on previous studies [14], [20], [25]–[27]. Briefly, maternal sensitization is achieved by initial i.p. injections of 5 µg OVA with 1 mg alum in 0.1 ml PBS into mice at 3 and 7 days of age. After weaning, female mice are exposed to aerosols of allergen (3% (w/v) OVA (grade V, Sigma-Aldrich) in PBS, pH 7.4) for 10 min on 3 consecutive days at 4, 8, and 12 wk of age, and then mated with normal male mice. The aerosol exposure is performed within individual compartments of a mouse pie chamber (Braintree Scientific, Braintree, MA) using a Pari IS2 nebulizer (Sun Medical Supply, Kansas City, KS) connected to air compressor (PulmoAID; DeVilbiss, Somerset, PA). These female mice were shown to consistently have strongly increased AHR and AI [25]–[27].

Typically to confirm the maternal transmission effect, offspring of these allergic and of control PBS-challenged mice are subjected to ‘suboptimal’ protocol. On day 4 after birth newborns receive a single i.p. injection of OVA with alum (an intentionally suboptimal dosage that normally does not result in significant AHR and AI in offspring of normal intact or PBS-challenged mothers). On days 13–15 of life, these baby mice are exposed to aerosolized OVA, as above. In this report only the ‘quality-assurance’ neonates were subjected to this testing. For genomic and epigenomic profiling used in this work the neonatal DCs were harvested at d. 14 from either allergen-naïve neonates (“Naive DC” in Figure 1), or from those that received a single sensitization injection of OVA+alum, but not the aerosols (“Allergen stimulated DC” in Figure 1).

### Cell purification

Splenic dendritic cells (DCs) were prepared from collagenase D -treated (Roche) sterile cell suspensions using positive selection (retaining of CD11c+ cells) via the MACS magnetic bead system (Miltenyi Biotec, Auburn, CA). Purity was routinely monitored via flow cytometry (FACSCanto II, Beckton-Dickinson) by labeling for CD11c and MHC-II. More than 95% of the purified cells were double positive for these antigens, and viability was >93% by propidium iodide or trypan blue staining. After purifications the cells were washed 2 times in LPS-free sterile PBS with 5% BSA and once in pure ice-cold LPS-free sterile PBS.

### Isolation of nucleic acids and PCR

DNA and RNA were isolated using Qiagen DNEasy and RNEasy kits, respectively, in complete adherence with the instructions. RNA isolations included the optional DNAse digestion step. Quality of the RNA was tested spectrophotometrically via Nanodrop and confirmed in real-time PCR for beta-actin prior to submission. For quality control and validation purposes (Figure S1) the real-time PCR protocol was based on the SYBR Green assay (Bio-Rad) running 95°C - 10′, then 35 cycles of 95°C - 20″; 55°C - 25″; 72°C - 20″, then standard melt curve.

### Epigenomic profiling

The DNA methylation assay was performed by Switchgear Genomics (Menlo Park, CA), and the data is publicly available in GEO (GSE13380). The dataset consists of 18 two-color chipsets (9 biological repeats from the offspring of normal mothers, and 9 from the offspring of asthmatic mothers). Each chipset contains 386,009 probes out of which 345,225 are experimental probes, and the rest are control probes, presumably not changing with treatment.

The DNA from each sample was divided in two equal parts, and one part was treated with methylation sensitive endonuclease. Subsequently, treated part of each sample was labeled with Cy3 dye, and untreated part with Cy5, and both were hybridized on the same chip.

### Epigenomic data analysis

Raw fluorescence intensity values provided by Switchgear Genomics were used in the analysis, performed with Bioconductor package limma [28]. Two chipsets (one of a normal sample, and one of asthma-at-risk) were excluded from the analysis on the basis of their small interquartile difference, likely due to endonuclease treatment failure. Remaining 16 samples were first normalized within arrays using the “control” method. This method fits a global loess curve through a set of control (non-changing) spots, and applies the curve to the rest of the spots. The quantile method was used for between-arrays normalization.

After filtering out control probes, linear modeling approach was used for differential methylation inference, with subsequent fitting of the contrasts for methylation in normal samples, methylation in asthma-at-risk samples, and difference in methylation between normal and asthma-at-risk samples. The null hypothesis for the first two contrasts was that a probe is methylated, and for the third contrast that there is no difference between normal and asthmatic samples. Finally, t statistics for each probe were moderated using Bayes empirical method, and corresponding p-values adjusted for multiple testing according to Benjamini-Hochberg. Probes with adjusted p-values 0.05 or less and log2 fold change of 0.5 or greater were selected as unmethylated in respective groups. 23 477 such probes were identified as demethylated only in normal samples, and 28 615 probes only in asthmatic samples. These probes were further filtered applying following conditions: 1) the log2 fold change for methylated group <0.5; 2) absolute difference in log2 fold change between groups >0.3. Resulting lists of probes were mapped to transcripts, promoter regions (−1000 to +500 bases from TSS), and CpG islands (UCSC Genome Browser, release mm8) with Bioconductor packages GenomicFeatures, GenomicRanges, and IRanges (www.bioconductor.org).

### Expression profiling

Gene expression was assayed on the Affymetrix mouse gene chip Mouse430A 2.0 (Affymetrix, Santa Clara, CA) at the Dana Farber Cancer Institute hybridization facility. Two datasets were used in the analysis. Set 1 consists of 4 groups: naïve normal, naïve asthma-at-risk, allergen stimulated normal and allergen stimulated asthma-at-risk; 4 biological replicates in each group. Set 2 consists of two groups – allergen stimulated normal and allergen stimulated asthma-at-risk, 5 biological replicates each, NuGEN amplified.

### Expression data analysis

One array from each of the sets was excluded as outlier based on principle component analysis. The datasets were preprocessed separately using quantile normalization and median polish summarization steps. We used alternative cell definition file (cdf) - “mouse430a2mmrefseq” – available from Brainarray microarray lab at the University of Michigan (http://brainarray.mbni.med.umich.edu/brainarray) for summarization. After preprocessing, differential expression inference was performed with Bioconductor package limma. Comparisons of interest were: naïve normal versus naïve asthma-at-risk, and stimulated normal versus stimulated asthmatic (offspring of asthmatic mothers). T statistics for each probeset were moderated using Bayes empirical method, and p-values adjusted for multiple testing according to Benjamini-Hochberg.

### Pathway analysis

Pathways analysis was performed with Metacore software (GeneGo Inc.). Annotated lists of genes of interest (DMRs overlapping to transcriptionally changed targets in naive DC, and DMRs overlapping to transcriptionally changed targets in allergen-stimulated DC) were uploaded to the portal and analyzed separately using the “direct interactions” algorithm. This analysis visualizes all known direct interactions of the genes in a list to each other, according to the proprietary Metacore database. We have used the default options, i.e. no filtering by tissue or disease.

## Supporting Information

Figure S1 **PCR validation of the microarray data.** We validated 5 semi-randomly selected targets from the microarray results, both up- and down-regulated and unchanged, via real-time PCR. Microarray data represent fold change of “asthma” vs “normal” expression in RMA values; PCR data represent the SYBR green assay results from the same RNA samples; Cq values for each target were normalized to 18S RNA and similar fold change of “asthma” vs “normal” expression was obtained. n = 5/group.
(TIF) Click here for additional data file.

Table S1 **Naïve DCs.**
(DOC) Click here for additional data file.

Table S2 **Allergen-sensitized DCs.**
(DOC) Click here for additional data file.

# Supplementary material for: Link between Epigenomic Alterations and Genome-Wide Aberrant Transcriptional Response to Allergen in Dendritic Cells Conveying Maternal Asthma Risk
**Source:** PLoS One. 2013 Aug 12;8(8):e70387. doi: 10.1371/journal.pone.0070387
**Supplement:** Table S1 — Naïve DCs.

| Gene symbol | RefSeq | Probe ID | Direction of methylation change in asthma | Overlaps with promoter | Overlaps with CpG island |
| --- | --- | --- | --- | --- | --- |
| Hivep2 | NM_010437 | CHR10FS013655730 | hypo | yes | yes |
|  |  | CHR10FS013657530 | hypo | no | yes |
|  |  | CHR10FS013657670 | hypo | no | yes |
|  |  | CHR10FS013673383 | hyper | no | no |
| Socs3 | NM_007707 | CHR11FS117785200 | hyper | yes | yes |
|  |  | CHR11FS117785765 | hypo | yes | no |
|  |  | CHR11FS117785890 | hypo | yes | no |
| Hspa2 | NM_008301 | CHR12FS077322433 | hyper | yes | yes |
|  |  | CHR12FS077323413 | hypo | yes | yes |
|  |  | CHR12FS077323623 | hypo | yes | yes |
|  |  | CHR12FS077324573 | hypo | no | yes |
| Skil | NM_011386 | CHR03FS031285545 | hypo | yes | yes |
|  |  | CHR03FS031286160 | hyper | yes | yes |
| Skil | NM_001039090 | CHR03FS031285545 | hypo | yes | yes |
|  |  | CHR03FS031286160 | hyper | yes | yes |
| Pdgfra | NM_011058 | CHR05FS075434722 | hyper | no | yes |
|  |  | CHR05FS075435980 | hypo | no | no |
|  |  | CHR05FS075436182 | hypo | no | no |
|  |  | CHR05FS075438381 | hypo | no | yes |
|  |  | CHR05FS075444470 | hypo | no | no |
|  |  | CHR05FS075444595 | hypo | no | no |
| Gjb2 | NM_008125 | CHR14FS056058666 | hyper | yes | yes |
|  |  | CHR14FS056058806 | hypo | yes | yes |
|  |  | CHR14FS056059681 | hyper | yes | no |
| Ptger4 | NM_008965 | CHR15FS005189569 | hyper | no | yes |
|  |  | CHR15FS005191439 | hyper | yes | yes |
|  |  | CHR15FS005191726 | hypo | yes | no |
|  |  | CHR15FS005191989 | hypo | yes | no |

Table S1.

**Naïve DCs**

# Supplementary material for: Link between Epigenomic Alterations and Genome-Wide Aberrant Transcriptional Response to Allergen in Dendritic Cells Conveying Maternal Asthma Risk
**Source:** PLoS One. 2013 Aug 12;8(8):e70387. doi: 10.1371/journal.pone.0070387
**Supplement:** Table S2 — Allergen-sensitized DCs.

**Table S2.** Allergen-sensitized DCs

How the deposited data were processed for this re-analysis (not part of the article)

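Gene expression was measured on 24 arrays of splenic CD11c-positive DCs from 14-day-old mouse pups, in 6 groups by maternal status, allergen and array set. The authors made the deposited values with RMA, whose version is not given in the sources used here, and deposited them as an intensity per probe set on a linear scale. By the paper's methods, the sets were preprocessed separately with a RefSeq-based probe set definition. The deposited table held Affymetrix's own probe sets, with lower quartiles from 31.76 to 33.98, medians from 272.1 to 297.8, upper quartiles from 1307 to 1373 and lowest values from 8.26 to 9.21 over the 24 arrays. The maxima of the sets did not overlap, with 26850 to 29600 in Set 1 and 22720 to 25310 in Set 2. The design written before the data were examined assumed log2 values. Since the table was linear, log2 was taken of every value, with no pseudocount, and the tests were kept. No column of the table belonged to no sample (0 such columns), and no columns were identical. The median SD between arrays of a group was 0.10 to 0.15 on the log2 scale. Signal over background was not given for these values, so whether it or the number of arrays limits the precision more was not tested.

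Gene symbols came from the platform annotation given with the data. Of 22626 probe sets tested, 20380 had 1 symbol, 691 had several and 1555 had none, and only probe sets with 1 symbol were named. Genes without such a probe set were not analysed here. Models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), and tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The naïve comparison, the allergen comparisons and the test of the difference between the maternal effects used the 15 arrays of Set 1 with 1 mean per group. The stimulated comparison used 17 arrays with set as an additive term, and the difference between sets used the interaction of set and maternal status. Calls were made at a Benjamini-Hochberg adjusted p of 0.05 or less and a fold of 1.25 or more.

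Gene lists were tested with camera at a preset correlation of 0.01 over 29 lists, and called at an adjusted p under 0.05. An estimated correlation and fry were alternatives. The lists were pathways and responses (immediate early genes, glucocorticoid response, heat shock, NF-kB targets, IL-6 and Jak-Stat signaling, interferon response, antigen presentation, DC activation, allergy cytokines and receptors, RAR signaling, VEGF signaling, DNA methylation machinery, amino acid and ER stress, hypoxia and glycolysis, cholesterol synthesis and cell cycle) and markers of cell types (conventional and plasmacytoid DCs, T, NK, B and plasma cells, erythroid cells, platelets, neutrophils, mast cells and basophils, macrophages, stroma and endothelium). A list of sex-linked genes was read but not tested. The genes named for a comparison were the 12 largest rises and the 12 largest falls among the calls (in stimulated DCs only those with the same sign in both sets), every gene named in the paper's text, Tables S1 and S2 and Figs. 2 and 3, the 4 called members of a list with the smallest adjusted p, and 5 genes per direction for the closing comparisons. Several of these had values in the paper's tables that were seen beforehand. A gene with several probe sets was represented by that with the highest mean.

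The mapping of samples, the tests, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined. The alternatives were all arrays in the fit, only the compared groups, each set alone, no term for set or set as a random block, another quantile normalization, median centring, a filter that left out probe sets under the 40th percentile of mean signal, no fold threshold, a test of the fold with treat, trend and robust, array weights, 1 probe set per gene and each array left out in turn. Chosen after seeing the data were the mean signal of platelet, erythroid and endothelial markers as 3 covariates, Set 2 without AF123 and the naïve arrays without AF79. Each comparison was tested on simulated data with 200 of 22626 probe sets changed. At 2-fold the naïve comparison recovered 91% with 8 false calls, the stimulated comparison 99.5% with 6, the difference of maternal effects 77% with 14 and the difference between sets 86.5% with 12. At 1.5-fold these shares were 69%, 92.5%, 20% and 42.5%. They are of simulated changes and may be lower for real ones. Methylation arrays were not analysed here, and the methylation regions of Table S2 were taken from the paper.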

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

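All tests of explanations in this part were chosen after the results were seen, and the limits of most were set with the measured values known. The test of the authors' normalization replaced one with median centring.

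Between naïve pups and pups injected with OVA and alum, 2599 probe sets changed in normal pups and 1782 in at-risk pups of Set 1. The paper does not report these comparisons. No group given alum or an injection alone is among the samples, so an effect of allergen cannot be told apart from theirs. In normal pups Ppbp, a platelet chemokine, rose by a log2 fold change of 5.37 (SE 0.25, adjusted p = 9.78e-09 from limma, 4 arrays against 3) and Pf4 by 4.40 (SE 0.18), and in at-risk pups Ppbp rose by 5.40 and Pf4 by 4.57. Platelet markers rose in 9 of 10 and 10 of 10 members (medians 2.94 and 3.43) and erythroid markers in 19 of 22 and 20 of 22 (1.09 and 1.58), with adjusted p = 0.0395 in normal and 0.0102 in at-risk pups with an estimated correlation. Cxcl1 fell by 3.22 on the log2 scale in normal pups (SE 0.14), and changed by -2.33 in at-risk pups. With an estimated correlation the immediate early genes (19 of 27 lower), NF-kB targets (12 of 21), interferon response (12 of 20) and IL-6 and Jak-Stat signaling (6 of 21) were also lower in normal pups (adjusted p = 0.0395 each), and in at-risk pups the immediate early genes (16 of 27, adjusted p = 0.0102) and heat shock genes (0 of 11 called by limma, adjusted p = 0.0335). T cell markers fell in 15 of 15 members in normal pups (adjusted p = 0.0571 with an estimated correlation) and in 13 in at-risk pups (adjusted p = 0.0508). Naïve and stimulated arrays of Set 1 share the array set, and no other batch is given in the sources used here.

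Platelet and erythroid transcripts were higher in stimulated pups of Set 1, and several explanations were weighed. Set 2 holds no naïve arrays, and its stimulated normal arrays had a mean platelet marker signal of 6.99 on the log2 scale (SD 0.11), against 9.47 (SD 0.17) in those of Set 1 and 6.57 (SD 0.10) in naïve normal arrays, and an erythroid one of 9.01, against 9.58 and 8.47. The fold changes below are of Set 1, and why the platelet signal was low in Set 2, which the paper gives as NuGEN amplified, was not tested. A lower share of DCs would raise the markers of every other cell type, but the T cell markers had a median log2 fold change of -1.1979 in normal pups. The authors' normalization would move other transcripts of the same signal alike, but among 1000 random lists of that signal the highest median was 0.3176, against 2.94 for the platelet markers. RNA of platelets, megakaryocytes and erythroid cells remains a candidate explanation, since the platelet markers varied together between arrays of a group (mean pairwise r 0.6434, against a 95th percentile of 0.2091 for random lists), and 1 of 10 platelet and 10 of 22 erythroid markers lay above the median signal in naïve normal arrays. The selection on CD11c should remove such cells. By the paper more than 95% of the purified cells were positive for both CD11c and MHC-II. An effect of allergen, alum or the injection on DCs themselves was not tested.

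The maternal effect in stimulated pups differed between the sets in 404 probe sets by the interaction of set and maternal status, with Ppbp (2.33, adjusted p = 0.00197) higher and Igha, an immunoglobulin heavy chain, lower (-3.68, adjusted p = 0.0353) in Set 2. The call of Igha was lost without any 1 of 11 arrays (adjusted p from 0.0576 to 0.0762). The count was 217, 204 and 243 without AF118, AF119 and AF120, 265 without AF126, 620 without AF121 and 989 without AF125. Of 100 splits of the samples 2 gave as many, the real one included. The highest other split gave 1205, so the count is not read as the size of an effect. Why that split gave more calls was not tested.

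For this larger effect in Set 2, several explanations were weighed. Wider fold changes through amplification would leave the signs of Set 2 in Set 1. Of the falls of Set 2 51.63% were negative there, which argues against this for the falls. Of the rises 78.42% were positive there, against 46.51% of all probe sets, so for the rises it stays open, since this share is neither near all nor near that of all probe sets. A larger spread in Set 1 was not found (median SE 0.0923 against 0.0938), and without the at-risk array AF123 there were still 998 calls in Set 2. Other cell types in the preparations of at-risk pups cannot be told apart from an effect on DCs, because with 3 marker scores as covariates 0 probe sets were called by limma (1136 at an unadjusted p under 0.05, or 5.02%, about the 5% expected with no effect), while the median size of the change fell from 0.65 to 0.12 and its SE rose from 0.138 to 0.148, and the scores themselves differ between the groups. An unmeasured difference between the cohorts of the sets also stays open, as untested.

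In naïve at-risk pups 54 probe sets were lower, those of Il6, Cxcl1 and Ctla4 among them. The normal array AF79 stood apart from its group (mean r 0.9902 with the other naïve normal arrays), but without it the 54 probe sets that fell had a median log2 fold change of -0.5611, against -0.6339 with it, and 26 of them were called. These probe sets had been picked with AF79 in the fit, and a new fit without it called 32 probe sets lower (5 with the naïve arrays alone), which argues against AF79 as the whole cause. Fewer T cells in the preparations cannot be told apart from an effect on DCs. The T cell markers had a median of -0.3239 (SD 0.2194), and its distance from the median of the falls decides nothing, because the falls were picked by their size. Maternal asthma is the design's own difference and stays open as a biological hypothesis, as do an unmeasured difference between preparations and the sex of the pups, untested, since Xist was higher (11.88 to 12.29 in normal and 12.35 to 12.66 in at-risk arrays) and Eif2s3y lower in most of the at-risk arrays.

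The difference between the maternal effects in stimulated and naïve DCs held 11 probe sets, and 4 of 100 splits gave as many, with a highest other count of 12, a share under 0.05. The split with 12 kept every naïve array in its true group and moved only stimulated arrays. The naïve difference alone can thus give as many calls, so no change of the maternal effect with stimulation is read from this share. With AF82, AF83, AF86, AF87 or AF91 left out the difference held 1 probe set.

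Some arrays lay far from the others of their group. The T cell markers of AF81, a naïve at-risk array, had a gap to the next array of 0.8755 of the group's range (mean log2 signal 9.02 against 9.12). The neutrophil markers of AF86, a stimulated normal array of Set 1, had a gap of 0.8796 of the range (9.79 against 10.08), and the stromal markers of AF127, a stimulated at-risk array of Set 2, one of 0.7129 (6.58 against 6.88). These were 3 of 75 groups tested, and chance gives about 1 in 20.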

How the results depend on the processing

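The marker scores as covariates, Set 2 without AF123 and the naïve arrays without AF79 were chosen after the results were seen, and the other alternatives beforehand; where a result changed, the cause was not tested unless fewer samples or probe sets entered. No paired analysis was possible because the groups compared share no replicate numbers. The naïve count (77) was 12 with the naïve arrays only, 5 with treat, 43 with 1 probe set per gene and 7 with the naïve arrays without AF79, and ran from 44 without AF83 to 269 without AF77. In its other alternatives it ran from 58 to 97. Its share of no more than 1.5-fold (38.96%) was 0 with the naïve arrays only, with treat and with the naïve arrays without AF79, and ran from 15.91 without AF83 to 48.94 without AF79. The stimulated count (391) was 664 with all arrays, 242 without dim probe sets, 16 in Set 1, 1045 in Set 2, 121 without a term for set, 0 with treat (358 at an unadjusted p under 0.05), 0 with the marker scores (1136, or 5.02% of all, about the 5% expected with no effect) and 998 in Set 2 without AF123, and ran from 139 without AF119 to 578 without AF90. Its changes over 2-fold (94) were 7 in Set 1, 223 in Set 2, 43 without a term for set, 0 with treat, 0 with the marker scores and 200 in Set 2 without AF123, and ran from 34 without AF119 to 129 without AF90. The difference of maternal effects (11) was 31 with all arrays, 19 with median centring, 21 without dim probe sets, 21 with trend and robust and 42 with array weights, and ran from 1 without AF82 to 30 without AF90. The difference between sets (404) was 2454 with array weights and ran from 204 without AF119 to 989 without AF125. Of 9 naïve and 16 stimulated gene lists called by camera, 0 were called with an estimated correlation (smallest adjusted p 0.231 and 0.121), and fry called 7 of these 9 and 10 of these 16. Fry also called heat shock and hypoxia and glycolysis in naïve DCs and allergy cytokines and receptors in stimulated DCs, lists that camera did not call. In Set 1 the macrophage markers were reversed (median 0.1215, adjusted p = 4.74e-05 from camera, against a median of -0.0948 over both sets). For the NF-kB targets (median -0.0063) and NK cell markers (-0.012) in Set 1, camera's test changed direction but the median kept its sign. The same held for the neutrophil markers in Set 2 (0.0194). Camera did not call these lists there (adjusted p = 0.98, 0.9999 and 0.822), so no reversal is read from them. Of Table S2, 37 genes had the table's direction in Set 1, against 63. With the marker scores, the log2 fold changes in stimulated DCs were reversed for Aplnr (-0.4362), Alox12 (-0.0615), Gp1bb (-0.0296), Klra2 (0.0415), Col1a2 (-0.3447), Clu (-0.0748), Col4a2 (-0.2203), Uros (-0.0141), Sptb (-0.1275), Plvap (-0.0602), Klf1 (-0.0779), Zfpm1 (-0.036), Shank3 (-0.1794), Nfkbiz (0.0324), Sparc (-0.0436) and Col4a1 (-0.0544), and the other 58 of 74 called genes kept their sign and lost their calls. Gp1bb, Col4a1, Col4a2, Plvap, Sptb and Klf1 belong to the lists averaged into the scores, so their loss was built in. The scores also differ between the groups, so no loss here tells other cell types from an effect on DCs. Of 26 named genes called in naïve DCs, 6 lost their calls with all arrays, 4 with the marker scores and 19 with the naïve arrays only. With treat 22 of them lost their calls, and with 1 array left out 0 to 11. Of 74 in stimulated DCs, 71 lost their calls in Set 1, 9 in Set 2 and 47 without a term for set. With set as a random block 12 of these lost their calls, with treat all 74 and with 1 array left out 0 to 42.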

Differences from the paper's values

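Set 2 without AF123 and the naïve arrays without AF79 were chosen after the values were seen, and the other alternatives beforehand. Counts here are of Affymetrix probe sets at the paper's thresholds, and the paper's are of transcripts.

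The paper reports 707 DE transcripts, and 391 probe sets were DE here in stimulated DCs. Its sentence sets at-risk against naïve DCs, which was read as at-risk against normal pups after allergen. The value came within 1.5 times of the paper's with all arrays in the fit (664), without a fold threshold (504), with array weights (541), with Set 2 only (1045), without AF90 (578) and without AF91 (532), and not under the other alternatives set beforehand. Set 2 without AF123, chosen after seeing the values, gave 998 and dropped 0 of the 19 genes of Fig. 3 called here by limma. Fig. 1 gives about 300 transcripts as lower by eye, against 94 here, and no alternative closed this gap, with 461 in Set 2 as the highest. In naïve DCs Fig. 1 gives about 8 as higher by eye, against 23 here, and only 1 probe set per gene (7) came within 1.5 times.

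The paper reports 80% of the naïve DE transcripts as no more than 1.5-fold, against 39% here; with array weights (57.9%) and without dim probe sets (53.5%) the value came within 1.5 times and under the others it did not. It reports 1 transcript over 2-fold, against 12 probe sets here and 4 to 19 under the alternatives. Table S2's 65 transcripts stand in the paper at an FDR of 0.05, against 16 genes here and 0 to 36 under the alternatives.

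The paper describes similar numbers of up- and down-regulated transcripts in stimulated DCs, and here 297 were higher and 94 lower, with 584 and 461 in Set 2. Among the genes it lists as changed in stimulated DCs, Mmp9, Cxcr4, Cxcr5, Flt1 and Cdh11 were not called here (adjusted p from 0.0628 for Cdh11 to 0.619 for Mmp9), while Il12a, Jun and Fosb were. The text names a cadherin without saying which, and Cdh11 is the one of Fig. 3. All 5 were called in Set 2 only, and all but Flt1 in Set 2 without AF123. Cxcr5 and Cdh11 were also called with all arrays, with array weights and without AF84 or AF91, and Cdh11 without AF90 and with 1 probe set per gene.

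Fig. 3 shows 52 of the measured genes as changed, and 33 of them were not called here, although all 52 had its direction. Set 2 only called 25 of these 33 and lost 3 of the 19 called here, and Set 2 without AF123 called 27 and lost 0 (limma). All arrays in the fit called 12, array weights 6, 1 probe set per gene 5, trend and robust 2, and another quantile normalization and median centring 1 each. Leaving out AF90, AF91, AF123 or AF84 called 9, 8, 4 and 3, and leaving out AF86, AF87, AF88 or AF127 called 1 each. Of the 29 genes of the discussion, 20 measured ones were not called here, of which Set 2 only called 17, Set 2 without AF123 16 and all arrays 5. Cxcl12 and Socs3, in both groups of genes, were called here by other probe sets than that of the highest mean. Of 64 measured genes of Table S2, 15 were called here, and Set 2 only called 20 others, Set 2 without AF123 19 and all arrays 9. Gata2 and Socs3 of this table were called by other probe sets.

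The paper names RAR-alpha and VEGF pathways as enriched in naïve DCs, among its transcripts changed in both expression and methylation. Here lists of RAR and VEGF signaling were tested on expression alone, which is a different test, and were not called in any setting run. The IL-6 and Jak-Stat list was lower by camera (adjusted p = 0.00689). With an estimated correlation it had adjusted p = 0.247, and no naïve list was called (0.231 as the smallest). Of the 7 genes of Table S1, Socs3 was called and 6 were not, and of the 14 genes of Fig. 2, 8 were called and 6 were not. Gjb2 was called without AF80, AF88 or AF89, without dim probe sets, with median centring and with another quantile normalization, and Plk2 with array weights, without AF79 and with the naïve arrays without AF79, which dropped 6 of the 8.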

Other observations

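The tests of the glucocorticoid hypothesis and of chance were chosen or their limits set after the results were seen.

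Several gene groups did not pass camera's test between at-risk and normal DCs, in the order of gene lists, naive before stimulated. Antigen presentation had a median log2 fold change of 0.02 in naïve (adjusted p = 0.489) and -0.0079 in stimulated DCs (adjusted p = 0.655). DC activation had -0.12 (adjusted p = 0.0597, and 0.000535 and 0.0444 without AF79 and AF80) and 0.02 (adjusted p = 0.525). In stimulated DCs Il12a was called higher, and with an estimated correlation the list had adjusted p = 0.781. The list was higher in Set 1 alone (median 0.06, adjusted p = 0.0107). In Set 2 its test pointed downward (median -0.02, adjusted p = 0.422). The DNA methylation machinery had 0.02 (adjusted p = 0.347) and 0.0012 (adjusted p = 0.954), with Mbd4, a thymine glycosylase, at 0.41 in naïve DCs (adjusted p = 0.0629). Hypoxia and glycolysis had adjusted p = 0.251 and 0.508, mast cells and basophils 0.489 and 0.229, and RAR and VEGF signaling 0.692 and 0.508 in stimulated DCs, where Aldh1a1 and Flt4 rose. VEGF signaling had a median of -0.02 and a mean of 0.02 there, with a test that pointed downward. Allergy cytokines and plasma cell markers had adjusted p = 0.229 and 0.141 in stimulated DCs.

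Of the other gene lists, naive DCs had heat shock genes whose test pointed upward (adjusted p = 0.0597) with a median of 0.07 and a mean of -0.05, and Hsph1, a heat shock co-chaperone, rose by a log2 fold change of 0.38 (SE 0.07, adjusted p = 0.0264), a call lost without any 1 of AF79 to AF83 (0.058 to 0.081). Cell cycle genes had adjusted p = 0.0597 (0.00286, 0.0186 and 0.00418 without AF77, AF80 and AF82, and 0.953 without AF79, where the test pointed downward), B cell markers 0.0622 (0.0233 and 0.0472 without AF82 and AF83), macrophage markers 0.224 (0.00156 and 0.0192 without AF79 and AF82) and neutrophil markers 0.251 (0.0178 and 0.00811 without AF79 and AF80). Conventional DC markers had adjusted p = 0.251, stromal and endothelial markers 0.281 each, NK cell markers 0.491, platelet markers 0.645, plasmacytoid DC markers 0.765 and erythroid markers 0.772 with a median of -0.0029 and a test that pointed upward.

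In stimulated DCs genes of amino acid and ER stress were higher (2 of 20 rose, 4 higher when adjusted over the list alone, adjusted p = 0.0349, and adjusted p = 0.386 with an estimated correlation), but not without AF86 (0.0628), AF89 (0.0551) or AF90 (0.0593). Genes of cholesterol synthesis were lower with 0 of 10 called by limma on the probe sets of the highest mean, also over the list alone, while 2 other probe sets of Hmgcs1, a gene chosen after its values were seen, were called lower, at -0.36 and -0.37 (median -0.12, adjusted p = 2.39e-05, and adjusted p = 0.121 with an estimated correlation). Of 13 neutrophil markers Ltf and Mpo, granule proteins, rose (7 higher when adjusted over the list alone, adjusted p = 0.000157, and adjusted p = 0.346 with an estimated correlation). Ltf lost its call without AF87, AF88, AF89, AF118 or AF119 (0.0507 to 0.0681) and Mpo without any 1 of 11 arrays. Macrophage markers had adjusted p = 0.00137 and adjusted p = 0.459 with an estimated correlation, with 0 of 17 called. By fry the NF-kB, ER stress, cell cycle, neutrophil, macrophage and stromal lists were not called (adjusted p from 0.056 to 0.226).

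In naïve DCs Xist, which is transcribed from the inactive X chromosome, had a log2 signal of 11.88 to 12.29 in the normal and 12.35 to 12.66 in the at-risk arrays (log2 fold change 0.46, SE 0.17, adjusted p = 0.223), and Eif2s3y, a gene on the Y chromosome, 10.63 to 11.04 and 3.66 to 10.78, with 3.66 in AF81 and 9.35 in AF80 (-2.37, SE 1.17, adjusted p = 0.336). Over all 24 arrays Xist had 10.6 to 12.66, and Eif2s3y 9.35 to 11.24 in all but AF81. High signal of both on 1 array argues against a single pup per array, for all arrays but AF81. The number of pups stays unknown. Neither gene was called, and both were singled out after their values were seen.

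A hypothesis was that the rise of Fkbp5 and Sult1a1 in naïve at-risk DCs is part of a general glucocorticoid response. Of 17 members of the glucocorticoid list, 2 rose (3 higher and 1 lower when adjusted over the list alone), and for 12 the 95% interval excluded a rise of 1.25-fold, which argues against a rise of most members and not against one of some. Zbtb16 and Ddit4, singled out after their values were seen, had 0.54 (95% interval 0.25 to 0.83) and 0.34 (0.02 to 0.66), and were not called (adjusted p = 0.0868 and 0.281). The list had adjusted p = 0.29 in naïve DCs and 0.65 in stimulated DCs, with a median of -0.05 and a mean of 0.08 there. In stimulated DCs Pdk4, Klf9 and Mt2 of this list rose and none fell, and the list was higher in Set 1 alone (median 0.12, adjusted p = 0.00667) and not in Set 2 (median -0.11, adjusted p = 0.363). The count of 12 replaced a test on Tsc22d3 alone, a glucocorticoid-induced gene, after its values were seen (0.02, with an upper bound of 0.29).

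Other splits of the same arrays were counted, at most 100 for each comparison. The naïve count of 77 was reached by 1 of 35 splits, the real one, with 2 as the highest other, and the stimulated count of 391 by 1 of 100 (highest other 1), as were its 94 changes over 2-fold (highest other 0), so chance can be excluded for these. The allergen counts of 2599 and 1782 were each reached by 1 of 35 splits (highest other 627 and 1), which excludes chance for them. The 16 gene lists called in stimulated DCs were reached by 3 of 100 splits (highest other 19), a share under 0.05, and the 9 in naïve DCs by 3 of 35 (highest other 12), so chance cannot be excluded for the naïve lists.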
